# TUT1-catalyzed U6 snRNA 3′-end maturation is essential for RNA splicing and stem cell survival

**DOI:** 10.1038/s44319-026-00759-8

**Published:** 2026-04-09

**Authors:** Yin Fang, Tong Qiu, Hong Luo, Yan Wang, Chao Yang, Min Wang, Qian Dai, Wenyue Zheng, Rutie Yin, Xue Xiao, Qintong Li

**Keywords:** Development, RNA Biology, Stem Cells & Regenerative Medicine

## Abstract

Post-transcriptional maturation of the U6 snRNA 3′-end, important for spliceosome assembly, is catalyzed by sequential actions of TUT1 and USB1. It is believed that the TUT1-catalyzed oligo(U) tail at the U6 snRNA 3′-end serves merely as a substrate for USB1 to generate a final 2′,3′-cyclic phosphate group to mature the U6 snRNA. However, biallelic inactivation of *TUT1* or *USB1* is linked to distinct human developmental disorders, suggesting that they have different physiological functions. Here, using genetically engineered mouse models, we show that *Tut1* is required to maintain stem cell pools during embryogenesis, whereas unexpectedly *Usb1* is dispensable for this. Loss of *Tut1* weakens the interaction of the U6 snRNA with the Lsm2-8 protein complex, causes defective RNA splicing, and triggers massive DNA damage and subsequent cell death. Splicing defects and cell death can be mitigated by recombinant U6 snRNA containing an oligo(U) tail. We propose that the TUT1-catalyzed oligo(U) tail is essential for splicing and cell proliferation. Further modification of this oligo(U) tail by USB1 is ubiquitous but only functionally required in specific cell types.

## Synopsis

Post-transcriptional maturation of the U6 snRNA 3′-end, important for spliceosome assembly, is catalyzed by sequential actions of TUT1 and USB1. Tut1 or Usb1 knockout mice exhibit distinct phenotypes, demonstrating that Tut1, but not Usb1, is essential in most cell types.

- Tut1 or Usb1 knockout mice exhibit distinct phenotypes.
- Loss of Tut1 triggers massive DNA damage in stem cells, leading to Trp53-dependent cell death in vitro and in vivo.
- Usb1 is the only enzyme to generate 2′,3′-cyclic phosphate modification at U6 snRNA 3′-end in mice.
- Usb1 is functionally dispensable in most intra-embryonic cell types till developmental stage E9.5.

## Abstract (web summary)

Post-transcriptional maturation of the U6 snRNA 3′-end, important for spliceosome assembly, is catalyzed by sequential actions of TUT1 and USB1. Tut1 or Usb1 knockout mice exhibit distinct phenotypes, demonstrating that Tut1, but not Usb1, is essential in most cell types.

## Introduction

RNA splicing, the removal of introns from mRNA precursors, is essential for eukaryotic gene expression and cellular function (Rogalska et al, 2023). Its regulation by alternative splicing is well recognized as a major contributor to the high transcriptomic and proteomic complexities of multicellular organisms (Marasco and Kornblihtt, 2023). Dysregulated RNA splicing has been implicated in the pathogenesis of human diseases such as cancer (Bradley and Anczukow, 2023), cardiomyopathy (Gotthardt et al, 2023), and neurodegenerative diseases (Nikom and Zheng, 2023). RNA cleavage and ligation reactions necessary for intron removal are catalyzed by the spliceosome, a large ribonucleoprotein machinery composed of U1, U2, U4, U5 and U6 small nuclear RNA (snRNA) as well as dozens of proteins (Wilkinson et al, 2020). It is well recognized that U6 snRNA forms the catalytic core of the spliceosome to regulate RNA splicing (Wan et al, 2020).

It has been known for more than three decades that the U6 snRNA 3′-end is subject to post-transcriptional modifications, although in vivo functions of these modifications remain poorly understood. After being transcribed by RNA polymerase III (Kunkel et al, 1986; Reddy et al, 1987), nascent U6 snRNA contains 4 uridines encoded by the genome at its 3′-end. Subsequently, this oligo(U) tail can be extended to various lengths up to 20 uridines via post-transcriptional modification (Rinke and Steitz, 1985). Nevertheless, approximately 90% of cellular U6 snRNA contains an oligo(U) tail of 5 uridines, with the 3′-terminal uridine containing a 2′,3′-cyclic phosphate group (Lund and Dahlberg, 1992). Recent biochemical and structural studies have established that terminal uridylyl transferase 1 (TUT1) is responsible for adding the oligo(U) tail at the 3′-end of U6 snRNA (Trippe et al, 2006; Trippe et al, 2003; Yamashita et al, 2017; Yamashita and Tomita, 2023). At this stage, the 3′-end consists of terminal 2′ and 3′ hydroxyl groups (a *cis*-diol). Subsequently, this 3′-end oligo(U) tail is shortened by U6 snRNA biogenesis phosphodiesterase 1 (USB1), resulting in a switch from the *cis*-diol to a 2′,3′-cyclic phosphate group on the terminal uridine of U6 snRNA (Didychuk et al, 2017; Hilcenko et al, 2013; Mroczek et al, 2012; Shchepachev et al, 2012). Importantly, in HeLa cells, knockdown experiments demonstrated that TUT1 and USB1 are the only enzymes for extending and shortening, respectively, the oligo(U) tail at the 3′-end of U6 snRNA (Mroczek et al, 2012). Thus, the formation of the 2′,3′-cyclic phosphate group at the U6 snRNA 3′-end requires consecutive enzymatic activities of TUT1 and USB1.

The understanding of the formation and function of the U6 snRNA 3′-end is largely based on studies in vitro. In the current model, the TUT1-catalyzed oligo(U) tail is viewed as an intermediate step to generate the final 2′,3′-cyclic phosphate modification (Didychuk et al, 2018). It is thought that TUT1-catalyzed oligo(U) tail allows binding of SSB/La protein to U6 snRNA to protect newly synthesized U6 snRNA from exonuclease digestion (Rinke and Steitz, 1985; Terns et al, 1992). Subsequently, USB1-catalyzed trimming of this oligo(U) tail results in a 2′,3′-cyclic phosphate group on the terminal uridine of U6 snRNA. U6 snRNA can bind to the Lsm2-8 protein complex without a 2′,3′-cyclic phosphate group in vitro. However, this modification greatly enhances the affinity of Lsm2-8 to U6 snRNA, enabling further assembly of a functional spliceosome for RNA splicing (Achsel et al, 1999; Licht et al, 2008; Montemayor et al, 2018; Montemayor et al, 2020). Thus, 2′,3′-cyclic phosphate modification at the U6 snRNA 3′-end, catalyzed sequentially by TUT1 and then USB1, is thought to be essential for proper RNA splicing and cellular function.

The exact physiological functions of TUT1, USB1 and their associated post-transcriptional modifications of U6 snRNA are unknown. Human genetics studies hinted that TUT1 and USB1 may have distinct functions in vivo. In humans, biallelic *TUT1* inactivation was linked to cortical atrophy, microcephaly, and cerebellar atrophy (Karaca et al, 2015), whereas biallelic *USB1* inactivation was associated with short stature, defective skin and immune system (Mroczek and Dziembowski, 2013; Parajuli et al, 2024). Nevertheless, the causality between TUT1 or USB1 deficiency and these abnormal conditions have not been investigated in animal models.

In the present study, we generated engineered mouse models to investigate the physiological functions of *Tut1* and *Usb1* during mammalian development. We find that *Tut1* knockout causes defective splicing in many genes, leading to massive DNA damage and cell death in stem cells during embryogenesis. Concomitant deletion of *Trp53* (encoding p53 protein) or the restoration of the oligo(U) tail at the U6 snRNA 3′-end can prevent *Tut1* loss-induced cell death. In contrast, *Usb1* is dispensable for the proliferation and differentiation of most embryonic cell lineages. These results demonstrate that, contrary to what was previously assumed, USB1 and thus 2′,3′-cyclic phosphate modification of the U6 snRNA 3′-end, is functionally dispensable in most embryonic cell types until mid-embryogenesis. Instead, the 3′-end oligo(U) tail of the U6 snRNA, catalyzed by TUT1, is essential for RNA splicing and cell proliferation. We discuss the implications of our findings for development and disease.

## Results

### *Tut1* is required for epiblast and embryonic stem cell maintenance

Based on biochemical, structural and cell-based studies, the current model depicts that sequential actions of TUT1 and USB1 catalyze the post-transcriptional maturation of the U6 snRNA 3′-end (Fig. 1A). This model would predict that knockout of *Tut1* or *Usb1* should yield similar phenotypes. To investigate the physiological function of *Tut1*, we attempted to generate conventional *Tut1* knockout mice using CRISPR/Cas9 genome editing technology (Fig. 1B). No viable homozygous *Tut1* knockout offspring (*Tut1*^*−/−*^) could be obtained (*n* = 177, P7). Wild-type and heterozygous pups (*Tut1*^*+/−*^) were born at the expected ratio (Fig. 1C). To establish the time of lethality, embryos were genotyped (*n* = 57). Homozygous *Tut1*-null blastocysts were produced at the expected ratio at embryonic day 3.5 (E3.5), suggesting that *Tut1* is not required for the specification of inner cell mass and trophectoderm. However, no homozygous *Tut1*-null conceptuses could be obtained beyond E5.5 (Fig. 1C). Between E3.5 and E5.5, pluripotent epiblast (descendant of the inner cell mass) proliferates intensively, and begins to differentiate into three embryonic germ layers (Tam and Loebel, 2007). These findings demonstrate that *Tut1* is essential for mammalian early embryogenesis and suggest that loss of *Tut1* may compromise epiblast proliferation and/or differentiation.

**Figure 1:**
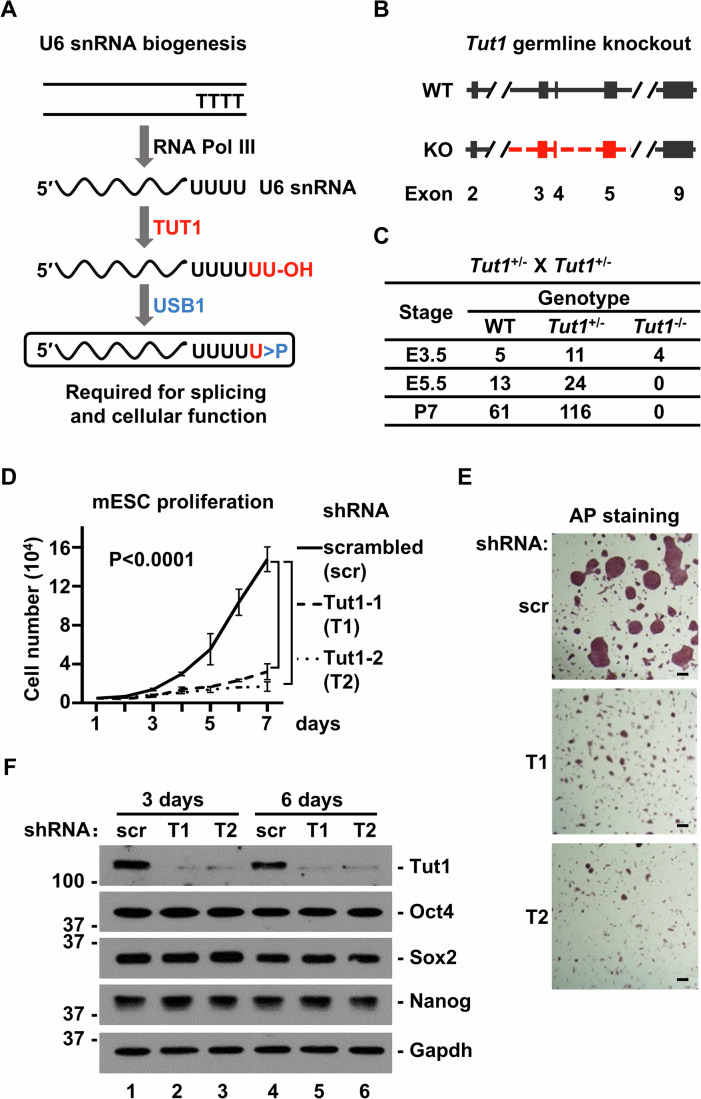
*Tut1* is required for epiblast and embryonic stem cell maintenance. (**A**) Previous model of U6 snRNA 3′-end maturation. After being transcribed by RNA polymerase III (RNA Pol III), nascent U6 snRNA contains four Us at its 3′-end (depicted by four Us in black). Then, TUT1 catalyzes the post-transcriptional addition of an oligo(U) tail (depicted by two Us in red), followed by USB1-catalyzed truncation of this tail and the addition of the terminal 2′,3′-cyclic phosphate group (depicted in blue). The mature form of U6 snRNA contains four Us derived from the genome, followed by one post-transcriptionally added U with a 2′,3′-cyclic phosphate group at its 3′- end. This form of U6 snRNA is thought to be essential for proper splicing and cellular function. (**B**) The strategy to generate a *Tut1* germline knockout (conventional knockout) by CRISPR/Cas9 technology. Exons 3–5 would be deleted in knockout lines. WT, wild-type. KO, knockout. (**C**) The number of embryos and pups recovered from *Tut1*-heterozygous (*Tut*^*+/−*^) intercrosses at the indicated embryonic (E) and postnatal (P) ages. (**D**) The effect of *Tut1* knockdown on the proliferative rate of murine embryonic cells (mESCs). Two independent short-hairpin RNA (shRNA) constructs were used (T1 and T2). Scrambled shRNA (scr) was used as a control. The data represent mean ± SEM from three independent experiments (*n* = 3). Statistical significance was assessed using the two-sided unpaired Student’s *t*-test. (**E**) Alkaline phosphatase (AP) staining of mESCs with or without *Tut1* knockdown. Positive AP staining is a marker of self-renewing mESCs. Scale bar: 100 μm. (**F**) Protein blot analysis of indicated proteins after *Tut1* knockdown for 3 and 6 days. Oct4, Sox2 and Nanog are well-established core transcription factors required for mESC self-renewal and pluripotency. Source data are available online for this figure.

Embryonic stem cells are fast proliferating, pluripotent cells, and they are generally perceived as the in vitro counterpart of epiblast in vivo (Nichols and Smith, 2009). Despite several attempts to screen for hundreds of clones, we could not obtain *Tut1*-null embryonic stem cells using CRISPR/Cas9 genome editing technology, suggesting that *Tut1* is required to maintain embryonic stem cells. Therefore, we used short-hairpin RNA (shRNA) to knock down *Tut1* expression. Two independent shRNA constructs, targeting different regions of *Tut1*, markedly reduced the number of embryonic stem cells (Fig. 1D). Nevertheless, the remaining cells still formed the typical dome-shaped colonies, and were stained positively for alkaline phosphatase, a marker for embryonic stem cells (Fig. 1E). In addition, these cells expressed core pluripotency transcription factors Pou5f1 (commonly known as Oct4), Sox2 and Nanog at comparable levels as cells treated with scrambled shRNA (Fig. 1F). Taken together, these results indicate that *Tut1* is required for epiblast proliferation and survival during early embryogenesis.

### Conditional knockout of *Tut1* causes profound defects in the embryonic brain

To circumvent early embryonic lethality, we generated *Tut1*-floxed mice (*Tut1*^*f/f*^) (Fig. 2A). Human genomics studies have linked biallelic inactivating mutations of *TUT1* to cortical atrophy, microcephaly, and cerebellar atrophy (Karaca et al, 2015). Thus, we investigated the role of *Tut1* in mammalian neurodevelopment. *Tut1*-floxed mice were crossed with nestin-Cre mice (Tronche et al, 1999) to conditionally delete *Tut1* in the developing central nervous system (*Tut1*^*f/f*^;nestin-Cre) (Fig. 2B). Heterozygous pups (*Tut1*^*f/+*^;nestin-Cre) were born at expected ratios (Fig. 2C). During a 12-month follow-up period, heterozygous mice were healthy without overt defects in growth and reproduction, compared to wild-type mice (*Tut1*^*f/+*^ and *Tut1*^*f/f*^ mice were used as controls hereafter) (Fig. EV1A). Histological examinations showed no overt abnormalities in the brain of heterozygous mice (Fig. EV1B). To detect potential defects in the brain of heterozygotes, we carried out several behavioral tests, including the open field task, three-chamber sociability and social novelty test, the elevated plus maze, and the Morris water maze test (Fig. EV1C–F). In all cases, heterozygotes behaved in a similar manner to the wild-type mice. Taken together, these results demonstrate the haplosufficiency of *Tut1* in the brain and overall development.

**Figure 2:**
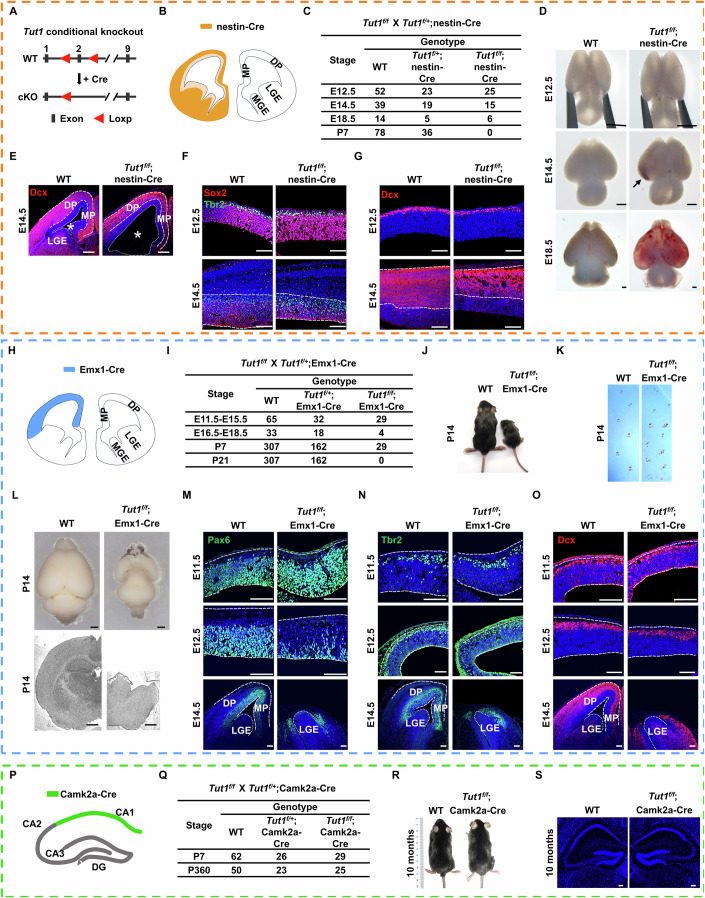
Conditional knockout of *Tut1* causes profound defects in the embryonic brain. (**A**) The strategy to generate *Tut1*-floxed mice using CRISPR/Cas9 technology in order to produce conditional knockout mouse models. cKO, conditional knockout. (**B**–**G**) Phenotypic analyses of *Tut1*^*f/f*^;nestin-Cre embryonic brains. (**B**) Schematic presentation of the expression pattern of nestin-Cre in murine embryonic neocortex. MP medial pallium, DP dorsal pallium, LGE lateral ganglionic eminence, MGE medial ganglionic eminence. Of note, the recombination activity of nestin-Cre at E12.5 is minimal in the zone of neural stem and progenitor cells (denoted by light orange), but is significant in the zone of differentiating neuronal cells (denoted by dark orange). (**C**) Genotype analyses of embryos and pups generated from crossing of *Tut1*^*f/+*^;nestin-Cre and *Tut1*^*f/f*^ mice. Wild-type (WT) denotes both *Tut1*^*f/+*^ and *Tut1*^*f/f*^ genotypes. (**D**) Dorsal views of wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;nestin-Cre) brains at E12.5 (*n* = 20), E14.5 (*n* = 15), and E18.5 (*n* = 4). Intracerebral hemorrhage could be reproducibly detected around E14.5 (denoted by the arrow), and became progressively widespread at E18.5. Scale bar: 500 μm. (**E**) Coronal sections of E14.5 wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;nestin-Cre) brains (*n* = 4). Immunofluorescence of doublecortin (Dcx, red) denotes neuroblasts and immature neurons. The Dcx-negative but 4′,6′-diamidino-2-phenylindole (DAPI)-positive zone (blue) contains neural stem and progenitor cells. Asterisk (*) denotes brain ventricles. Note that the brain ventricle is enlarged in the *Tut1* knockout brain. MP, medial pallium. DP dorsal pallium, LGE lateral ganglionic eminence. Scale bar: 200 μm. (**F**) Comparison of neural stem and progenitor cells in neocortices of wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;nestin-Cre) brains. A representative section of the dorsal pallium was shown. Immunofluorescence of Sox2 protein denotes neural stem and progenitor cells (red), and that of Tbr2 protein denotes neuronal intermediate progenitor cells (green). Note that the number of Sox2- and Tbr2-positive cells were comparable at E12.5 between WT and *Tut1*^*f/f*^;nestin-Cre brains (*n* = 3), whereas their numbers were much reduced at E14.5 in *Tut1*^*f/f*^;nestin-Cre brains (demarcated by dashed white lines) (*n* = 4). Scale bar: 100 μm. (**G**) Comparison of differentiating neuronal cells in neocortices of wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;nestin-Cre) brains. Note that the number of Dcx-positive cells were comparable at E12.5 between WT and *Tut1*^*f/f*^;nestin-Cre brains (*n* = 3), whereas their numbers were much reduced at E14.5 in *Tut1*^*f/f*^;nestin-Cre brains (demarcated by dashed white lines) (*n* = 4). Scale bar: 100 μm. (**H**–**O**) Phenotypic analyses of *Tut1*^*f/f*^;Emx1-Cre embryos and pups. (**H**) Schematic presentation of the expression pattern of Emx1-Cre in murine embryonic neocortex. Of note, Emx1-Cre functions in neural stem and progenitor cells at E10.5, whereas little nestin-Cre activity can be detected in neural and stem cells at E12.5. MP medial pallium, DP dorsal pallium, LGE lateral ganglionic eminence, MGE medial ganglionic eminence. (**I**) Genotype analyses of embryos and pups generated from crossing of *Tut1*^*f/+*^;Emx1-Cre and *Tut1*^*f/f*^ mice. Wild-type (WT) denotes both *Tut1*^*f/+*^ and *Tut1*^*f/f*^ genotypes. Of note, all *Tut1*^*f/f*^;Emx1-Cre mice died by postnatal day (P) 21. (**J**) Littermates of wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;Emx1-Cre) mice at P14 (*n* = 29). (**K**) Gait differences between wild-type (WT) and *Tut1*^*f/f*^;Emx1-Cre mice. Representative walking footprint patterns of P14 mice were shown (*n* = 3). (**L**) Comparison of P14 wild-type (WT) and *Tut1*^*f/f*^;Emx1-Cre brains. Both dorsal views (upper panel) and coronal sections (lower panel) were shown. Note that the medial and dorsal palliums were completely missing in *Tut1*^*f/f*^;Emx1-Cre brains (*n* = 3). Scale bar: 500 μm. (**M**–**O**) Comparison of neural stem, progenitor and differentiating cells in neocortices of wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;Emx1-Cre) brains at E11.5 (*n* = 3), E12.5 (*n* = 3), and E14.5 (*n* = 3). A representative section of the dorsal pallium was shown for each timepoint. Immunofluorescence of Pax6 protein denotes neural stem and progenitor cells (green) (**M**), that of Tbr2 protein denotes progenitor cells (**N**), and that of Dcx protein denotes differentiating cells (**O**). Note that the number of Pax6-, Tbr2- and Dcx-positive cells were comparable at E11.5 between WT and *Tut1*^*f/f*^;Emx1-Cre brains. Their numbers were much reduced at E12.5 and eliminated in the medial and dorsal palliums of *Tut1*^*f/f*^;Emx1-Cre brains at E14.5. White dashed and dotted lines indicate the cortical and LGE areas, respectively. Scale bar: 100 μm. (**P**–**S**) Phenotypic analyses of *Tut1*^*f/f*^;Camk2a-Cre mice. (**P**) Schematic presentation of the expression pattern of Camk2a-Cre in the murine hippocampus. Of note, the recombination activity of Camk2a-Cre starts at P19 and peaks at P29 in the CA1 subregion of the hippocampus (denoted by green). (**Q**) Genotype analyses of pups generated from crossing of *Tut1*^*f/+*^;Camk2a-Cre and *Tut1*^*f/f*^ mice. P postnatal day. Wild-type (WT) denotes both *Tut1*^*f/+*^ and *Tut1*^*f/f*^ genotypes. (**R**) Littermates of wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;Camk2a-Cre) mice at 10 months (*n* = 18). (**S**) Comparison of coronal sections of 10 months WT and *Tut1*^*f/f*^;Camk2a-Cre brains (*n* = 3). Scale bar: 100 μm. Source data are available online for this figure.

**Figure EV1:**
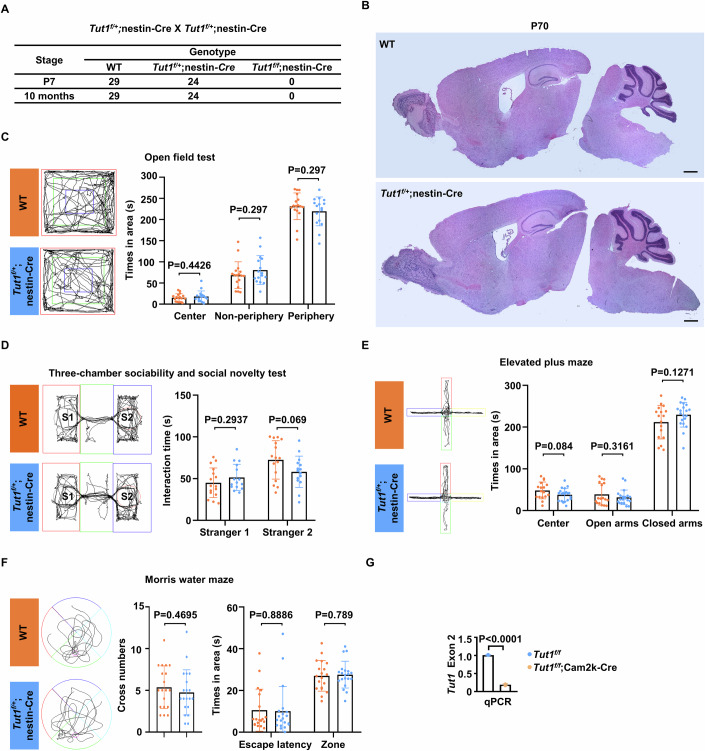
*Tut1* heterozygous mice generated by nestin-Cre (*Tut1*^*f/+*^;nestin-Cre) are normal without behavioral abnormalities. (**A**) The number of pups recovered from *Tut1*^*f/+*^;nestin-Cre intercrosses. (**B**) Sagittal sections and H&E staining of P70 wild-type (WT) and *Tut1*^*f/+*^;nestin-Cre brains (*n* = 3). Scale bar: 50 μm. (**C**) Open field test. Representative traces of WT (*n* = 17) and *Tut1*^*f/+*^;nestin-Cre (*n* = 16) mice in the open field (left panel), and time spent in the indicated areas (right panel). The data represents mean ± SEM. *P* values, unpaired Student’s *t*-test. (**D**) Tree-chamber sociability and social novelty test. Representative traces of WT (*n* = 16) and *Tut1*^*f/+*^;nestin-Cre (Het) (*n* = 15) mice in three-chamber (left panel), and total sniffing time spent toward stranger 1 or stranger 2 (right panel). The data represents mean ± SEM. *P* values, unpaired Student’s *t*-test. (**E**) Elevated plus maze test. Representative traces of WT (*n* = 17) and *Tut1*^*f/+*^;nestin-Cre (Het) (*n* = 16) mice in the elevated plus maze (left panel), and time spent in the indicated areas (right panel). The data represent mean ± SEM. *P* values, unpaired Student’s *t*-test. (**F**) Morris water maze test. Representative traces of WT (*n* = 19) and *Tut1*^*f/+*^;nestin-Cre (Het) (*n* = 20) mice in Morris water maze (left panel), and the number of target quadrant crossings as well as time spent in the indicated areas (right panel). The data represent mean ± SEM. *P* values, unpaired Student’s *t*-test. (**G**) The knockout efficiency of *Tut1*^*f/f*^;Camk2a-Cre, determined by qPCR analysis of *Tut1* exon 2 expression as in Fig. 4C. Source data are available online for this figure.

In contrast, no homozygous offspring (*Tut1*^*f/f*^;nestin-Cre) could be born (*n* = 114, P7) (Fig. 2C), suggesting embryonic lethality. At E12.5, the overall morphology of developing brains was indistinguishable between knockout and wild-type embryos (Fig. 2D). However, between E14.5-E18.5, enlarged brain ventricles accompanied by intracerebral hemorrhage could be reproducibly detected only in knockout embryos (*n* = 19) (Fig. 2D). The appearance of enlarged brain ventricles was caused by two structural abnormalities. One was the significantly thinner dorsal as well as medial palliums (DP and MP), and the other was the disappearance of the medial and lateral ganglionic eminence regions (MGE and LGE) (Fig. 2E). These anatomic regions are where nestin-Cre is preferentially expressed at E14.5 (Liang et al, 2012), suggesting that *Tut1* deletion-induced defects in the developing brain may be caused by cell-intrinsic mechanisms. Marker analyses revealed comparable numbers of Sox2^+^ neural stem and Tbr2^+^ intermediate progenitor cells between wild-type and *Tut1*^*f/f*^;nestin-Cre brains at E12.5. At E14.5, profound loss of Sox2^+^ neural stem and Tbr2^+^ intermediate progenitor cells occurred in *Tut1*^*f/f*^;nestin-Cre telencephalon (*n* = 15) (Fig. 2F). Consistently, the number of Dcx^+^ differentiating neuronal cells was also markedly reduced at E14.5 (Fig. 2G). These results establish that *Tut1* is required for the development of embryonic cerebral cortex, and support biallelic *TUT1* inactivation as the cause of cortical hypoplasia observed in humans (Karaca et al, 2015).

### *Tut1* is essential to maintain the neural stem cell pool during embryogenesis

Notably, loss of *Tut1* markedly reduced, but did not eliminate Sox2^+^ neural stem and Tbr2^+^ intermediate progenitor cells at E14.5 (Fig. 2F). We considered two possibilities to account for this observation. First, this may suggest that a subset of neural stem and progenitor cells do not require *Tut1* for survival. Secondly, this may suggest that *Tut1* is not sufficiently deleted by nestin-Cre in these surviving neural stem and progenitor cells at E14.5. The latter explanation is plausible because the recombination activities of nestin-Cre are modest in neural stem and progenitor cells at E12.5 (Liang et al, 2012).

To differentiate these two possibilities, *Tut1*-floxed mice were crossed with Emx1-Cre mice. Like nestin-Cre, Emx1-Cre also functions in the dorsal and medial pallium of the developing neocortex (Gorski et al, 2002) (Fig. 2H). However, unlike nestin-Cre, Emx1-Cre fully functions in neural stem cells before E10.5 (Gorski et al, 2002). Thus, if a subset of neural stem and progenitor cells do not require *Tut1* for survival, one would expect that *Tut1* deletion using Emx1-Cre or nestin-Cre should result in similar defects in the dorsal and medial pallium of the developing neocortex. However, if remaining stem and progenitor cells are a resultant from insufficient activities of nestin-Cre, one would expect that *Tut1* deletion using Emx1-Cre may eliminate all stem and progenitor cells by E14.5.

Conditional ablation of *Tut1* using Emx1-Cre (*Tut1*^*f/f*^;Emx1-Cre) resulted in high penetrance of embryonic lethality between E16.5 and E18.5 (Fig. 2I). Occasionally, *Tut1*^*f/f*^;Emx1-Cre pups could be born, but inevitably died within 3 weeks (Fig. 2I). The growth of *Tut1*^*f/f*^;Emx1-Cre mice were severely stunted at postnatal day (P) 14 (Fig. 2J). These mice also exhibited an unsteady gait (Fig. 2K; Movie EV1). Histological assessment showed that the dorsal and medial regions of neocortex were completely missing in these mice at P14 (Fig. 2L), mirroring the expression pattern of Emx1-Cre (Fig. 2H). Because Emx1-Cre functions at E10.5 and high penetrance of embryonic lethality occurred around E16.5, we analyzed the developing neocortex at E11.5, E12.5 and E14.5. At E11.5, the dorsal and medial palliums were morphologically indistinguishable between wild-type and *Tut1*^*f/f*^;Emx1-Cre embryos, and the number of Pax6^+^ stem and progenitor cells were comparable (upper panel, Fig. 2M). At E12.5, the number of stem and progenitor cells were dramatically reduced in *Tut1*^*f/f*^;Emx1-Cre brains (middle panel, Fig. 2M). At E14.5, the dorsal and medial palliums of the neocortex were essentially eliminated in *Tut1*^*f/f*^;Emx1-Cre embryos (lower panel, Fig. 2M). The disappearance of Tbr2^+^ intermediate progenitor cells (Fig. 2N) and Dcx^+^ differentiating neuronal cells (Fig. 2O) mirrored that of Pax6^+^ stem and progenitor cells in *Tut1*^*f/f*^;Emx1-Cre brains. Thus, *Tut1* is required to maintain all neural stem cells in the developing neocortex.

To assess whether *Tut1* is required for the maintenance of mature neurons after birth, *Tut1*-floxed mice were crossed with Camk2a-Cre (also known as T29-1) mice. The recombination activities of Camk2a-Cre peak during the third postnatal week in the CA1 pyramidal cell layer of the hippocampus (Fig. 2P) (Tsien et al, 1996). In contrast to the lethality in *Tut1*^*f/f*^;nestin-Cre and *Tut1*^*f/f*^;Emx1-Cre embryos, *Tut1*^*f/f*^;Camk2a-Cre homozygous offspring could be obtained at the expected ratio (Fig. 2Q). At 10 months of age, *Tut1*^*f/f*^;Camk2a-Cre mice were healthy (Fig. 2R), and the histological features of their hippocampi were indistinguishable from those of wild-type mice (Fig. 2S). The efficiency of *Tut1* deletion was around 90% as determined by qPCR (Fig. EV1G). Taken together, we conclude that *Tut1* is essential for the maintenance of neural stem cells during embryogenesis.

### Loss of *Tut1* causes massive DNA damage and triggers *Trp53*-dependent cell death in neural stem cells

A complete loss of Emx1-expressing cells in *Tut1*^*f/f*^;Emx1-Cre brains suggests that *Tut1* deletion may cause cell death and/or proliferation arrest. In *Tut1*^*f/f*^;Emx1-Cre embryos, the dorsal and medial palliums of the developing neocortex were morphologically normal at E11.5, but became much thinner at E12.5 (Fig. 2M–O). At E11.5, bromodeoxyuridine (BrdU) labeling and Ki67 immunochemistry demonstrated that cell proliferation status was comparable between wild-type and *Tut1*^*f/f*^;Emx1-Cre dorsal and medial palliums (*n* = 3) (Fig. 3A). At E11.5, the level of cleaved caspase 3 (c-Casp3), a marker labeling dying cells, was minimal in wild-type, but started to increase in *Tut1*^*f/f*^;Emx1-Cre dorsal and medial palliums. Interestingly, increased c-Casp3 signals were scattered predominantly in the proliferative zone containing Sox2^+^ stem and progenitor cells (Fig. 3B), but not in Dcx^+^ differentiating cells (Fig. 3C). By E12.5, the level of c-Casp3 was dramatically increased in dorsal and medial palliums of *Tut1*^*f/f*^;Emx1-Cre neocortices. Notably, the signal of c-Casp3 was overlapped with the expression pattern of Emx1-Cre (Fig. 3D). These results demonstrate that cell death is the primary cause of disappearing dorsal and medial palliums in *Tut1*^*f/f*^;Emx1-Cre neocortices. The inhibition of RNA splicing machinery can trigger DNA damage. Indeed, the intensities of γH2AX and TUNEL, two markers of genomic damage, were markedly increased (Fig. 3E,F).

**Figure 3:**
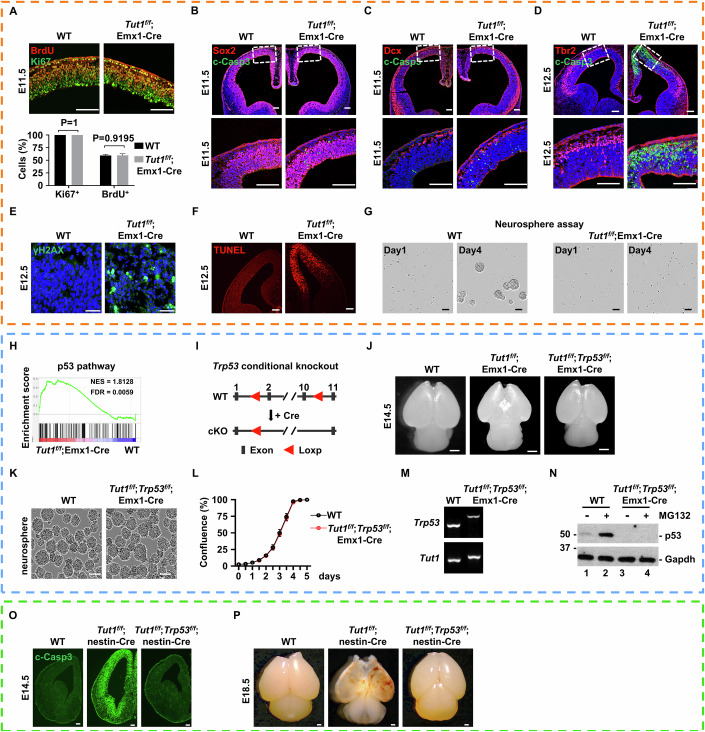
Loss of *Tut1* causes massive DNA damage and triggers *Trp53*-dependent cell death in neural stem cells. (**A**–**G**) Phenotypic analyses of cell proliferation and cell death in *Tut1*^*f/f*^;Emx1-Cre brains. (**A**) Analysis of cellular proliferation in E11.5 wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;Emx1-Cre) brains. A representative section of the dorsal pallium was shown (upper panel) (*n* = 3). Note that at this developmental stage, most cells are neural stem and progenitor cells. The number of Ki67-positive and BrdU-positive were quantified (lower panel). The data represent mean ± SEM. Statistical significance was assessed using the two-sided unpaired Student’s *t*-test. Scale bar: 100 μm. (**B**, **C**) Analysis of cell death in E11.5 wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;Emx1-Cre) brains (*n* = 3). Immunofluorescence of cleaved caspase 3 protein (c-Casp3) indicates cell death. Note that c-Casp3 signals were initially detected in Sox2-positive (**B**) but not in Dcx-positive cells (**C**) at E11.5. Coronal sections were shown in the upper panel, and areas demarcated by white dashed lines were amplified in the lower panel. Scale bar: 100 μm. (**D**–**F**) Analyses of cell death in E12.5 wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;Emx1-Cre) brains (*n* = 3). Note that at E12.5, the staining signals of c-Casp3 (**D**) (scale bar: 100  μm), γH2AX (**E**) (scale bar: 25 μm) and TUNEL (**F**) (scale bar: 100 μm) were widespread, and mirrored the expression pattern of Emx1-Cre (Fig. 2H). (**G**) Analysis of the proliferation of neural stem cells derived from E11.5 wild-type (WT) and *Tut1* knockout (*Tut1*^*f/f*^;Emx1-Cre) brains by neurosphere assay (*n* = 4). Scale bar: 100 μm. (**H**–**N**) Simultaneous *Trp53* deletion fully restores neural stem cells and neocortex development in *Tut1*^*f/f*^;Emx1-Cre brains. (**H**) Analysis of dysregulated pathways in E12.5 *Tut1* knockout (*Tut1*^*f/f*^;Emx1-Cre) neocortex using the hallmark gene set collection in the Molecular Signatures Database (MSigDB). NES normalized enrichment score, FDR false discovery rate. (**I**) The strategy to generate *Trp53*-floxed mice using CRISPR/Cas9 technology. cKO conditional knockout. (**J**) Dorsal views of E14.5 wild-type (WT), *Tut1* knockout (*Tut1*^*f/f*^;Emx1-Cre), *Tut1* and *Trp53* double knockout (*Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre) brains (*n* = 4). Scale bar: 500 μm. (**K**) Phase contrast images of cultured neural stem cells derived from E12.5 wild-type and *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre neocortices (*n* = 4), respectively. Scale bars: 100 μm. (**L**) Incucyte live-cell imaging assay to assess the proliferation rate of neural stem cells derived, respectively, from wild-type (WT) and *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre neocortices (*n* = 3). (**M**) Genotype analyses of *Trp53* and *Tut1* in wild-type (WT) and *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre neural stem cells. (**N**) Analysis of p53 protein expression in neural stem cells derived, respectively, from wild-type (WT) and *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre neocortices (*n* = 3). MG132 is a proteasomal inhibitor used to stabilize p53 protein. (**O**,** P**) Simultaneous *Trp53* deletion fully restores neocortex development in *Tut1*^*f/f*^;nestin-Cre brains. (**O**) Analysis of cell death in E14.5 wild-type (WT), *Tut1* knockout (*Tut1*^*f/f*^;nestin-Cre), *Tut1* and *Trp53* double knockout (*Tut1*^*f/f*^;*Trp53*^*f/f*^;nestin-Cre) brains via immunofluorescence of cleaved caspase 3 (c-Casp3) protein (*n* = 3). Scale bar: 100 μm. (**P**) Dorsal views of E18.5 wild-type (WT), *Tut1* knockout (*Tut1*^*f/f*^;nestin-Cre), *Tut1* and *Trp53* double knockout (*Tut1*^*f/f*^;*Trp53*^*f/f*^;nestin-Cre) brains (*n* = 5). Scale bar: 500 μm. Source data are available online for this figure.

Cell death was initiated in neural stem cells expressing Emx1-Cre (Fig. 3B–D), indicating that *Tut1* loss triggers cell-autonomous death. To corroborate this notion, we carried out the neurosphere assay. Wild-type neural stem cells derived from E11.5 dorsal pallium continued to proliferate as neurospheres in vitro. In contrast, neural stem cells derived from E11.5 *Tut1*^*f/f*^;Emx1-Cre dorsal pallium were rapidly lost within 4 days in the neurosphere assay (Fig. 3G). Thus, *Tut1* loss causes neural stem cell death by cell-intrinsic mechanisms.

To further strengthen the causal relationship between cell death and the missing neocortex, we investigated the underlying molecular mechanism. E12.5 wild-type and *Tut1*^*f/f*^;Emx1-Cre dorsal and medial palliums were dissected, respectively, and subjected to transcriptomic profiling by RNA-seq. Gene set enrichment analysis (GSEA) indicated the activation of the p53 signaling pathway in *Tut1*^*f/f*^;Emx1-Cre palliums (Fig. 3H). To assess whether *Tut1* deletion-induced cell death is dependent on *Trp53* (encoding p53 protein), *Tut1*-floxed mice were crossed with *Trp53*-floxed mice (Fig. 3I) to generate double-floxed mice (*Tut1*^*f/f*^;*Trp53*^*f/f*^). These mice were then crossed with Emx1-Cre to simultaneously delete *Tut1* and *Trp53* in the dorsal and medial palliums of the developing neocortex (*Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre). At E14.5, *Tut1* deletion resulted in the elimination of the dorsal and medial pallium (Fig. 2M–O). In sharp contrast, the missing pallium structure in E14.5 *Tut1*^*f/f*^;Emx1-Cre brain was fully restored in *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre brains (Fig. 3J). Consistently, neural stem cells derived from *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre dorsal and medial palliums could be expanded in vitro (*n* = 4) (Fig. 3K), unlike those derived from *Tut1*^*f/f*^;Emx1-Cre neocortex (Fig. 3G). These *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre neural stem cells exhibited a comparable proliferative rate as those derived from wild-type neocortex in Incucyte live-cell imaging assay (*n* = 3) (Fig. 3L). One trivial explanation for this genetic rescue was that somehow *Tut1* and *Trp53* were not fully deleted. To exclude this possibility, we genotyped cells cultured at the end of the neurosphere assay. Both *Tut1* and *Trp53* remained deleted in *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre neural stem cells (Fig. 3M). In addition, we treated these cells with MG132, a potent proteasome inhibitor, to stabilize p53 protein. p53 protein was rapidly accumulated by MG132 treatment in wild-type cells, but remained undetectable in *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre cells (Fig. 3N). These results support the notion that the missing pallium in *Tut1*^*f/f*^;Emx1-Cre is indeed caused by the death of neural stem cells.

Furthermore, we examined whether simultaneous *Trp53* deletion could prevent the defects in *Tut1*^*f/f*^;nestin-Cre embryonic brains. Like in *Tut1*^*f/f*^;Emx1-Cre brains (Fig. 2M–O), the dorsal and medial palliums of *Tut1*^*f/f*^;nestin-Cre brains is largely missing due to substantial death of neural stem cells (Fig. 2D–G). Notably, beyond this similarity, a prominent cerebral hemorrhage was only present in *Tut1*^*f/f*^;nestin-Cre in brains (Fig. 2D). This phenotype is likely caused by the fact that the recombination activity of nestin-Cre is more widespread in additional cell types and anatomic regions than Emx1-Cre. Indeed, the medial and lateral ganglionic eminence regions (MGE and LGE) were also missing in *Tut1*^*f/f*^;nestin-Cre embryonic brains (Fig. 2E). Remarkably, simultaneous *Trp53* deletion (*Tut1*^*f/f*^;*Trp53*^*f/f*^;nestin-Cre) prevented cell death (Fig. 3O), eliminated cerebral hemorrhage, and fully restored missing structures in E18.5 *Tut1*^*f/f*^;nestin-Cre embryonic brains (Fig. 3P). Taken together, we conclude that loss of *Tut1* causes massive DNA damage, and triggers *Trp53*-dependent cell death in neural stem cells.

### The *Tut1*-catalyzed oligo(U) tail at the 3′-end of U6 snRNA is required for RNA splicing and the survival of neural stem cells

We performed a neurosphere assay to evaluate whether *Tut1*-catalyzed oligo(U) tail at the 3′-end of U6 snRNA is required for the survival of neural stem cells. Neural stem cells cannot be directly isolated and maintained as neurospheres from *Tut1*-null brains (Fig. 3G). To circumvent this technical challenge, we used neurosphere culture derived from E12.5 *Tut1*-floxed (*Tut1*^*f/f*^) neocortices and achieved *Tut1* genetic ablation by using a lipid nanoparticle (LNP) system to deliver in vitro*-*transcribed mRNA encoding Cre recombinase (Cre-mRNA) (Fig. 4A). High-quality Cre-mRNA (Fig. 4B), containing 5′-Cap and N1-methylpseudouridine modifications to ensure high translational efficiency and low immunogenicity, was generated using our recently established pipeline (Zhang et al, 2024). To ensure high transfection efficiency, we first tested 63 LNP formulations containing various lipid components and ratios to deliver GFP-mRNA into neural stem cells. We found that a previously published, SM-102-based formulation (Escalona-Rayo et al, 2023), was the most efficient to transfect neural stem cells with nearly 100% efficiency. Importantly, the expression of GFP was more uniform than traditional lentiviral transduction (Fig. EV2A,B). Then we examined the efficacy of Cre-mRNA using neurospheres derived from Ai14 reporter mice. These cells will show robust RFP expression after Cre-mediated recombination (Madisen et al, 2010). We found that virtually all cells exhibited red fluorescence after LNP/Cre-mRNA transfection (Fig. EV2C).

**Figure 4:**
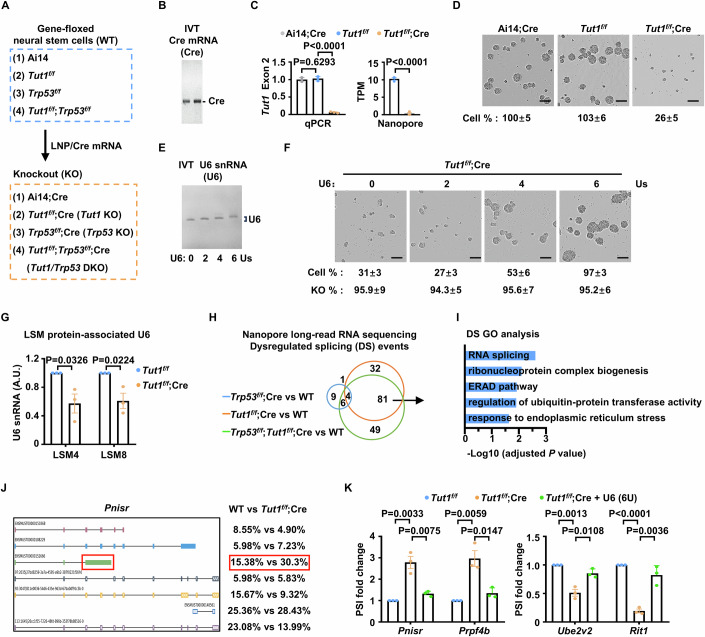
The *Tut1*-catalyzed oligo(U) tail at the 3′-end of U6 snRNA is required for RNA splicing and the survival of neural stem cells. (**A**) The strategy to generate knockout neural stem cells of the indicated genotypes with LNP/Cre-mRNA transfection. (**B**) The purity of in vitro-transcribed (IVT) Cre recombinase mRNA (100 ng). (**C**) The efficiency of *Tut1* genetic ablation in *Tut1*^*f/f*^ neural stem cells with or without LNP/Cre-mRNA transfection. In knockout cells, the exon 2 is deleted from *Tut1* mRNA. Thus, exon 2 expression can be used to quantify *Tut1* deletion by qPCR or Nanopore long-read RNA sequencing analysis. As a control, neural stem cells derived from Ai14 mice were transfected with LNP/Cre-mRNA. The data represent mean ± SEM from three independent experiments (*n* = 3). Statistical significance was assessed using the two-sided unpaired Student’s *t-*test. (**D**) Incucyte live-cell imaging analysis of the proliferation of neural stem cells with or without LNP/Cre-mRNA transfection. Ai14 neural stem cells treated with LNP/Cre-mRNA (Ai14;Cre) and *Tut1*^*f/f*^ neural stem cells treated with LNP (*Tut1*^*f/f*^) were used as controls (*n* = 3). The cell number of *Tut1*^*f/f*^ was set to 100%, and data presented as means ± SEM (*n* = 3). Scale bar: 100 μm. (**E**) The purity of in vitro-transcribed (IVT) U6 snRNA (100 ng), containing 0, 2, 4, or 6 uridines (Us) at its 3′-end, respectively. (**F**) U6 snRNA containing six uridines (Us) prevents *Tut1* loss-induced neural stem cell death. The relative cell number and *Tut1* knockout efficiency were shown. The cell number of *Tut1*^*f/f*^ was set to 100%, and data presented as means ± SEM (*n* = 3). The knockout efficiency was quantified by qPCR analysis of the exon 2 of *Tut1*. Scale bar: 100 μm. (**G**) The interaction between U6 snRNA and Lsm proteins in *Tut1*^*f/f*^ neural stem cells treated with or without LNP/Cre-mRNA. Lsm4- or Lsm8-associated U6 snRNA was quantified by qPCR. The data represent mean ± SEM from three independent experiments (*n* = 3). AU arbitrary unit. Statistical significance was assessed using the two-sided unpaired Student’s *t-*test. (**H**) Venn diagram presentation of the number of alternatively spliced (AS) genes in *Tut1*^*f/f*^;Cre, *Trp53*^*f/f*^;Cre, or *Tut1*^*f/f*^;*Trp53*^*f/f*^;Cre versus wild-type neural stem cells, determined by Nanopore long-read sequencing. (**I**) GO enrichment analysis of 81 alternatively spliced (AS) genes caused by *Tut1* ablation. Top five enriched biological pathways were shown. Statistical significance was assessed using the two-sided Wilcoxon rank-sum test. (**J**) An example of a dysregulated intron retention event (red box) in *Pnisr*, determined by Nanopore long-reads sequencing. The percentage on the right denotes the frequency of intron retention in the wild-type (WT) and *Tut1*^*f/f*^;Cre neural stem cells, respectively. (**K**) U6 snRNA containing six uridines (6U) mitigates defective RNA splicing in neural stem cells. Intron retention events in *Pnisr* and *Prpf4b*, and alternative exon usage events in *Ube2v2* and *Rit1* were determined by qPCR analysis. The data represent mean ± SEM from three independent experiments (*n* = 3). Statistical significance was assessed using the two-sided unpaired Student’s *t*-test. Source data are available online for this figure.

**Figure EV2:**
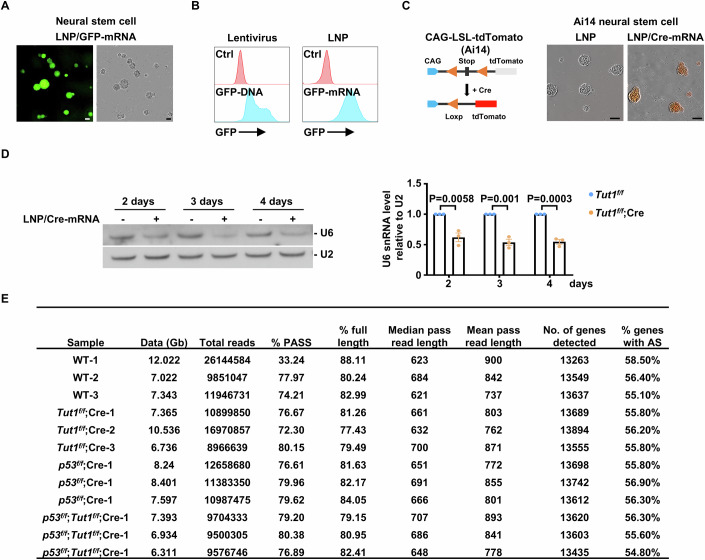
Analysis of *Tut1* function in neural stem cells in vitro. (**A**) Incucyte live-cell imaging analysis of neural stem cells for visual inspection of overall cell morphology (*n* = 3), with or without transfection by LNP containing GFP-mRNA (LNP/GFP-mRNA),. Scale bar: 100 μm. (**B**) Lentiviral transduction of neural stem cells with GFP cDNA (left, *n* = 3) or LNP transfection with GFP-mRNA (LNP/GFP-mRNA) (right, *n* = 3). Flow cytometry was used to analyze GFP-positive cells 2 days after transduction or transfection. Notably, compared to lentiviral transduction, LNP transfection showed a higher percentage of GFP-positive cells and more uniform GFP expression. (**C**) Ai14 neural stem cells transfected with LNP/Cre-mRNA. (**D**) Northern blot analysis of U6 snRNA expression in neural stem cells after LNP/Cre-mRNA transfection. Time course analysis of U6 snRNA expression. Total RNA was derived from *Tut1*^*f/f*^ neural stem cells with or without LNP/Cre-mRNA transfection for 2, 3, or 4 days (*n* = 3). U2 snRNA was used as a loading control. (**E**) Nanopore-sequencing statistics for Fig. 4H. The percentage of full-length (% full length) reads was calculated as the number of reads covering 80% of nucleotides for the transcript. The number of genes (No. of genes detected) was computed by counting the genes, including all the isoforms. Genes with multiple isoforms identified were considered alternatively spliced (% genes with AS). Source data are available online for this figure.

We used this optimized LNP/RNA delivery system to transfect *Tut1*^*f/f*^ neurospheres with Cre-mRNA. Two controls were performed. The first control was neural stem cells derived from Ai14 reporter mice (Ai14), transfected with LNP/Cre-mRNA. The second control was *Tut1*^*f/f*^ neural stem cells transfected with LNP containing no Cre-mRNA. The efficiency of *Tut1* deletion was around 95% as determined by qPCR or Nanopore long-read sequencing analyses (Fig. 4C). Ai14 neural stem cells treated with LNP/Cre-mRNA and *Tut1*^*f/f*^ neural stem cells treated with LNP continued to proliferate as neurospheres at a comparable rate. In contrast, most *Tut1*^*f/f*^ cells treated with LNP/Cre-mRNA died within 5 days (Fig. 4D), similar to neural stem cells derived from E11.5 *Tut1*^*f/f*^;Emx1-Cre neocortices (Fig. 3G). TUT1 protein can add an oligo(U) tail containing 2–4 uridines (Us) to the 3′-end of U6 snRNA, with 2 Us being the most catalytically efficient form (Mroczek et al, 2012; Yamashita and Tomita, 2023). Therefore, we generated in vitro-transcribed recombinant U6 snRNA, containing 0, 2, 4, or 6 Us at its 3′-end, respectively (Fig. 4E). Recombinant U6 snRNA with six Us mimics endogenous mature U6 snRNA containing four Us from the U6 snRNA gene and two Us post-transcriptionally added by TUT1. Neural stem cells were co-transfected with Cre-mRNA and in vitro-transcribed recombinant U6 snRNA, and cell proliferation was monitored by Incucyte live-cell imaging assay. The efficiency of *Tut1* deletion was around 95% as determined by qPCR (Fig. 4F). Recombinant U6 snRNA with 0 or 2 Us had little effect, whereas U6 snRNA with 4Us partially prevented *Tut1* deletion-induced cell death. Importantly, recombinant U6 snRNA with six Us largely prevented cell death (Fig. 4F). Taken together, we conclude that *Tut1*-catalyzed oligo(U) tail at the 3′-end of U6 snRNA is required for the survival of neural stem cells.

Because the 3′-end of U6 snRNA interacts with several essential splicing factors, such as the Lsm2-8 protein complex, we examined whether *Tut1* ablation would compromise the interaction between U6 snRNA and the Lsm2-8 protein complex. Endogenous Lsm4 and Lsm8 proteins were immunoprecipitated, respectively, and associated RNA were extracted to quantitate Lsm4- and Lsm8-interacting U6 snRNA by qPCR. When *Tut1* was ablated in neural stem cells (2 days after LNP/Cre-mRNA transfection), the amount of U6 snRNA associated with Lsm4 or Lsm8 protein was decreased (Fig. 4G). Interestingly, the total U6 snRNA level was also decreased at this timepoint (Fig. EV2D), indicating that the 3′-end oligo(U) tail promotes the interaction between Lsm2-8 and U6 snRNA. Because the interaction between Lsm2-8 and U6 snRNA is essential for splicing, we performed Nanopore long-read RNA sequencing to investigate *Tut1*-dependent mRNA splicing events in neural stem cells (Fig. 4H and Fig. EV2E). Neural stem cells were derived from *Tut1*-floxed mice (*Tut1*^*f/f*^), *Trp53*-floxed mice (*Trp53*^*f/f*^), and double-floxed mice (*Tut1*^*f/f*^;*Trp53*^*f/f*^), respectively. *Tut1*^*f/f*^ neural stem cells treated with LNP alone was used as a control. *Tut1*^*f/f*^, *Trp53*^*f/f*^, and *Tut1*^*f/f*^;*Trp53*^*f/f*^ neural stem cells were treated, respectively, with LNP/Cre-mRNA for 3 days. Treatment for 3 days was sufficient to achieve efficient deletion of *Tut1*, and no overt cell death was observed as yet in *Tut1*^*f/f*^ neural stem cells. Because *Trp53* deletion prevents cell death induced by *Tut1* loss (Fig. 3N), simultaneous knockout of *Tut1* with *Trp53* (*Tut1*^*f/f*^;*Trp53*^*f/f*^) provides an additional control to minimize any complicating effects of cell death on mRNA splicing. More than 13,000 genes were detected for each group (Fig. EV2E). Compared to LNP-treated *Tut1*^*f/f*^ cells, 119 dysregulated splicing events in 107 genes were detected in LNP/Cre-mRNA treated *Tut1*^*f/f*^ cells. Among them, 81 dysregulated splicing events in 66 genes were shared by LNP/Cre-mRNA treated *Tut1*^*f/f*^;*Trp53*^*f/f*^ cells, but were absent in LNP-treated *Tut1*^*f/f*^ or LNP/Cre-mRNA treated *Trp53*^*f/f*^ cells (Fig. 4H). Thus, these defective splicing events are caused by *Tut1* loss (Fig. 4H). The gene ontology (GO) analysis of dysregulated genes indicated defects in splicing (“RNA splicing” and “ribonucleoprotein complex biogenesis”) and the activation of the unfolded protein stress pathway (“endoplasmic reticulum associated protein degradation (ERAD) pathway”, “regulation of ubiquitin-protein transferase activity”, and “response to endoplasmic reticulum stress”) (Fig. 4I). The activation of the unfolded protein stress pathway is likely caused by the translation of incorrectly spliced mRNA. An example of unproductive splicing was shown for *Pnisr* (Fig. 4J). Furthermore, co-transfection of recombinant U6 snRNA with Cre-mRNA mitigated the splicing defects in *Tut1* knockout neural stem cells (Fig. 4K). Taken together, we conclude that *Tut1*-catalyzed oligo(U) tail at the 3′-end of U6 snRNA is important for U6 snRNA stability. Loss of *Tut1* lowers U6 snRNA level, leading to defects in splicing and subsequent neural stem cell death during embryogenesis.

### *Tut1* ablation causes defective RNA splicing in vivo

To further strengthen the role of *Tut1* in splicing in vivo, we carried out Nanopore long-read RNA sequencing, using micro-dissected dorsal and medial palliums from E11.5 wild-type and *Tut1*^*f/f*^;Emx1-Cre neocortices. More than 12,000 genes were detected for each group (Fig. EV3). E11.5 timepoint was chosen because the dorsal and medial palliums were still morphologically normal with only minimal activation of DNA damage and downstream death effectors such as c-Casp3 (Fig. 3A–D). In addition, most cells at this stage were neural stem and progenitor cells (Fig. 3B). Thus, most RNA splicing defects detected at the E11.5 timepoint are expected to be the trigger, rather than the outcome, of DNA damage response and cell death programs.

**Figure EV3:**
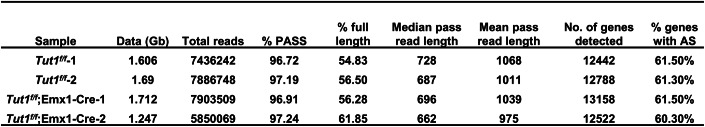
Nanopore-sequencing statistics for Fig. 5. The percentage of full-length (% full length) reads was calculated as the number of reads covering 80% of nucleotides for the transcript. The number of genes (No. of genes detected) was computed by counting the genes, including all the isoforms. Genes with multiple isoforms identified were considered alternatively spliced (% genes with AS).

In total, 533 dysregulated splicing events were detected in 376 genes in the micro-dissected dorsal and medial palliums of E11.5 *Tut1*^*f/f*^;Emx1-Cre neocortex (FDR <0.05 and |delta PSI|≥10, FLAIR) (Fig. 5A). In addition, we identified 16 differentially expressed genes (Fold change >2, FDR <5%, FLAIR). Nevertheless, only two genes were both differentially expressed and spliced (Fig. 5B). These observations demonstrate that the major defect of *Tut1* loss on gene expression is dysregulated splicing. Out of 533 dysregulated splicing events induced by *Tut1* loss, 35.27% was increased intron retention (IR) events, consistent with a weakened U6 snRNA and spliceosomal function (Fig. 5C). Interestingly, other types of alternative splicing were also dysregulated, including 47.84% alternative exon usage (AE), 10.5% alternative 5′ splice site (A5SS), and 7.88% alternative 3′ splice site events (A3SS) (Fig. 5C), suggesting *Tut1* deletion might induce defects in other regulators of alternative splicing. Consistently, the gene ontology (GO) analysis of dysregulated genes identified “RNA splicing” as top enriched biological processes (Fig. 5D). Intron retention likely introduces premature termination codons. We estimated unproductive isoforms, defined as those with a premature termination codon 55 nucleotides or more upstream of the 3′ splice junction (Tang et al, 2020). Using this criterion, 174 out of 180 intron retention events were estimated to generate unproductive transcripts (Fig. 5E). This observation suggests an underestimation of intron retention events, because unproductive splicing is expected to trigger rapid degradation of transcripts via quality control mechanisms such as nonsense-mediated mRNA decay (Lykke-Andersen and Jensen, 2015). An example of unproductive splicing was shown for *C1qbp* (Fig. 5F), a gene required for efficient DNA repair (Bai et al, 2019). Dysregulated intron retention events in several genes were further validated by qPCR analysis (Fig. 5G). These results demonstrate that *Tut1* is required for mRNA splicing during embryogenesis.

**Figure 5:**
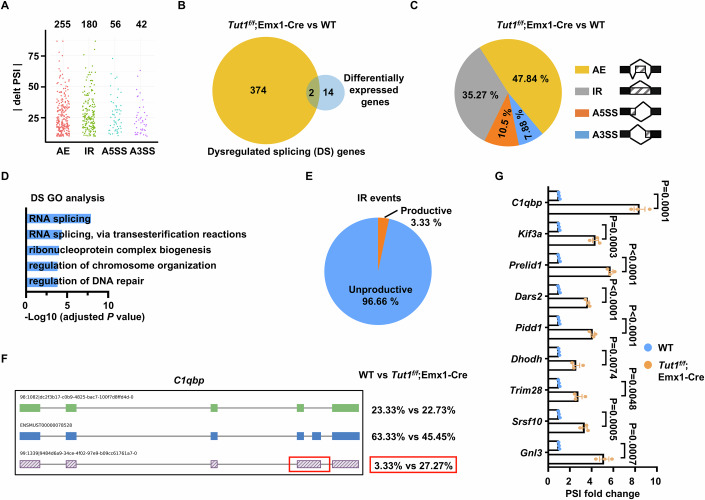
*Tut1* ablation causes defective RNA splicing in vivo. (**A**) Dot plot showing the distribution of percent spliced in (PSI) values for dysregulated splicing events in E11.5 *Tut1*^*f/f*^;Emx1-Cre versus wild-type dorsal and medial palliums of neocortices. Of note, most cells are neural stem and progenitor cells in these subregions, and there is minimal cell death in *Tut1*^*f/f*^;Emx1-Cre brains at E11.5. Numbers on the top denote the number of events detected. AE alternative exon usage, IR intron retention, A5SS alternative 5′ splice site, A3SS alternative 3′ splice site. (**B**) Venn diagram depicting the overlap between differentially expressed genes (*n* = 16) and alternatively spliced genes (*n* = 376) in the micro-dissected dorsal and medial palliums of E11.5 *Tut1*^*f/f*^;Emx1-Cre neocortices. (**C**) Pie chart depicting the distribution of four alternative splicing types dysregulated in the micro-dissected dorsal and medial palliums of E11.5 *Tut1*^*f/f*^;Emx1-Cre neocortices. (**D**) GO enrichment analysis of 376 alternatively spliced (AS) genes. (**E**) Estimation of unproductive splicing events caused by intron retention. (**F**) An example of a dysregulated intron retention event (red box) in *C1qbp*. The percentage on the right denotes the frequency of intron retention in the micro-dissected dorsal and medial palliums of E11.5 wild-type (WT) and *Tut1*^*f/f*^;Emx1-Cre neocortices, respectively. (**G**) qPCR analysis to validate increased intron retention events. Results are shown as the fold change of percent spliced in (PSI). The data represent means ± SEM from three independent experiments (*n* = 3). Statistical significance was assessed using the two-sided unpaired Student’s *t*-test. Source data are available online for this figure.

### *Usb1* is dispensable for self-renewal and pluripotency of embryonic stem cells in vitro

In the current model of U6 snRNA 3′-end maturation, TUT1-catalyzed oligo(U) tail serves merely as an intermediate substrate for USB1 (Fig. 1A). This model predicts that knockout of *Usb1* would phenocopy defects caused by *Tut1* deletion. To validate this prediction, we examined the function of *Usb1* in embryonic stem cells. We have shown that *Tut1* is essential for embryonic stem cell maintenance, and *Tut1*-null cells could not be obtained (Fig. 1). Unexpectedly, we found that *Usb1*-null embryonic stem cells could be easily generated using CRISPR/Cas9 genome editing technology (Fig. 6A). RNA blot analysis revealed that U6 snRNA was extended by two Us in *Usb1*-null embryonic stem cells (Fig. 6B), demonstrating that there is no other enzyme compensating for *Usb1* loss in this cell type. Loss of *Usb1* did not alter the colony morphology, the expression levels of pluripotency transcription factors (Oct4, Nanog, and Esrrb) (Fig. 6C,D), or the proliferative rate of embryonic stem cells (Fig. 6E). Furthermore, the transcriptomic profiles were highly similar between wild-type and *Usb1* knockout cells under self-renewal culture condition (Fig. 6F). These results demonstrated that, in contrast to the essentiality of *Tut1*, *Usb1* is not needed for embryonic stem cell self-renewal. 

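RNA from R1/E mouse embryonic stem cells under the self-renewal culture condition was sequenced in 2 wild-type and 3 *Usb1* knockout biological replicates. The knockout cells were of a single line, KO-1. The authors prepared NEBNext Ultra libraries, sequenced them on an Illumina NovaSeq platform, and deposited TPM that they had calculated from the length of each gene and the reads counted on it. The genes are listed by Ensembl identifier. The reads behind each value were recovered as TPM multiplied by the length of the gene's exons in GENCODE M21 (GRCm38) and divided by a step specific to the library. In the 17 libraries of the study, this gave whole numbers (within 0.01) for 95.9% to 96.7% of the genes above 0. Reads on genes recovered in this way numbered 16686771 in wild-type replicate 1 and 15630728 in wild-type replicate 2, and 15404379 to 15830996 in the *Usb1* knockout replicates (median 15530932). Wild-type replicate 1 had few genes of low read number. In that library, 239 genes had 1 read, against 1352 in wild-type replicate 2 and 2150 to 2361 in the *Usb1* knockout replicates. Replicate 2 thus had fewer of these genes than the knockout replicates too. Leaving out replicate 1 therefore does not fully remove this difference between the genotypes. The genes above 0 TPM numbered 17090 and 22314 in the wild-type replicates and 23022 to 24319 in the *Usb1* knockout replicates. For the comparisons of gene expression, values were put on the log2(TPM + 1) scale, on which the change of a gene of low TPM is understated. The tests covered the 21871 genes with TPM of at least 1 in at least 2 of the 17 libraries. limma was fitted with a mean for each of the 6 groups of genotype and day, a trend of the variance with expression, and Benjamini-Hochberg adjustment. Genes were called differentially expressed at an adjusted p under 0.05 together with at least a 2-fold change. *Usb1* (ENSMUSG00000031792; GRCm38 chromosome 8, 95332284 to 95347507) was at 39.95 and 37.1 TPM in the wild-type replicates and at 15.5, 15.2 and 17.9 TPM in the *Usb1* knockout replicates. Its log2 fold change was −1.20 (SE 0.12, adjusted p = 3.23e-05, limma), so its mRNA was lower and still detected in the knockout line.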

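Across the 21871 genes, Pearson's r of log2(TPM + 1) between a wild-type and a *Usb1* knockout library was 0.948 on average (0.930 to 0.963, 6 pairs of libraries). Between libraries of the same genotype it was 0.964 on average (0.934 to 0.977, 4 pairs). Spearman's rho was 0.927 and 0.945 on average for these pairs. These correlations are across genes, which are not independent replicates, so no p-value is given for them. The mean r within genotypes exceeded that between genotypes by 0.0167, and none of the other ways of splitting the 5 libraries into groups of 2 and 3 gave a larger difference (one-sided exact permutation test over 10 splits, p = 0.1, the smallest p these group sizes allow). The lower values came from a single library. Each of the pairs with wild-type replicate 1 lay between 0.930 and 0.935, including its pair with wild-type replicate 2, and the remaining pairs lay between 0.961 and 0.977. With that library left out, the mean r was 0.962 between genotypes and 0.974 among the *Usb1* knockout libraries. Of the other settings tried, a pseudocount of 0.1 in place of 1 moved the mean r between genotypes most, to 0.892.

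**Figure D1:**
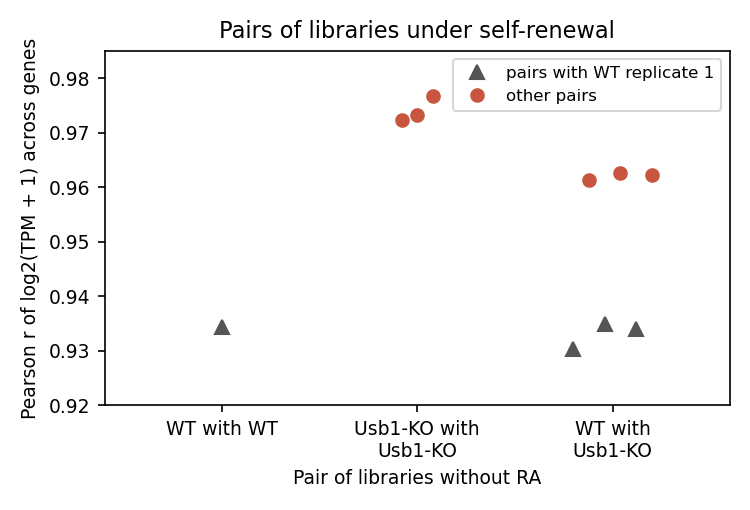
Pearson's r of log2(TPM + 1) across 21871 genes (vertical axis) for each pair of libraries without RA treatment, by the genotypes of the pair (horizontal axis). Each point is a pair of libraries, and the triangles, which mark the pairs with wild-type replicate 1, lie between 0.930 and 0.935.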

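Between the genotypes, 668 of the 21871 genes tested were called differentially expressed, with 350 higher and 318 lower in *Usb1* knockout cells. Of these, 321 are protein-coding. Of all genes tested, 8006 (36.6%) had every library of one genotype above every library of the other, which 20% would show by chance at 3 against 2 libraries. The number depended on the wild-type libraries, being 384 without replicate 1, the library with few genes of low read number, and 2282 without replicate 2. The balance of direction depended on them as well, with 121 of the 384 and 1356 of the 2282 higher in *Usb1* knockout cells. Of the 668 genes, 219 were among the 384 and 578 among the 2282. In the fit on the 5 libraries of this comparison alone, the setting that lowered the number most, 73 genes were called. *Pou5f1*, which encodes Oct4 (ENSMUSG00000024406; GRCm38 chromosome 17, 35506018 to 35510772), was at 1382 ± 15.4 TPM (SD, n = 2) in wild-type and 1390.3 ± 97.7 TPM (SD, n = 3) in *Usb1* knockout cells. The log2 fold change of *Pou5f1* was 0.01 (SE 0.07, adjusted p = 0.994, limma). *Nanog* (ENSMUSG00000012396; chromosome 6, 122707489 to 122714633) was at 819.7 ± 22.9 and 811 ± 47.8 TPM, a log2 fold change of −0.02 (SE 0.08, adjusted p = 0.930, limma). *Esrrb* (ENSMUSG00000021255; chromosome 12, 86361117 to 86521628) was at 439.9 ± 14.0 and 494 ± 14.1 TPM, a log2 fold change of 0.17 (SE 0.10, adjusted p = 0.316, limma). In a list of 20 pluripotency genes, 4 had an adjusted p under 0.05 over all genes tested, and 4 when adjusted over the list alone. These were *Dppa3*, *Nr5a2*, *Sall4* and *Utf1*, of which *Dppa3* was called. *Dppa3* had at most 1 read in a wild-type library and 16 to 24 reads in the *Usb1* knockout libraries, and was not called in the fit on this comparison alone. *Nr5a2* was lower in *Usb1* knockout cells by a log2 fold change of −0.99 (SE 0.14, adjusted p = 5.95e-04, limma). The mean log2 fold change of the list was 0.05, with 11 genes higher and 9 lower, and limma's camera test of the list, whose direction was down, gave an adjusted p of 0.901. The 2 genes with the largest falls, *Eif2s3y* and *Ddx3y*, are Y-linked. *Eif2s3y* (ENSMUSG00000069049; chromosome Y, 1010543 to 1028847) was at 80.8 ± 6.69 TPM in wild-type cells and had no reads in the *Usb1* knockout libraries. Counting 3 reads per library as the limit that a count of 0 allows, it was at least 517-fold lower, a bound that covers counting error only. The largest rises were of *Snord55*, *Mir703* and *Snora47*, small RNA genes with at most 66 reads in any of the 5 libraries. *Snord55* had 0 reads in wild-type replicate 1 and 28 in replicate 2, against 44, 66 and 60 in the *Usb1* knockout libraries. The size of its rise therefore depended on wild-type replicate 1. From these transcriptomic profiles, together with the colony morphology, pluripotency factors and proliferation in Fig. 6C–E, the paper concludes that *Usb1*, unlike *Tut1*, is not needed for self-renewal of embryonic stem cells.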

To examine whether *Usb1* is required for pluripotency, we treated wild-type and *Usb1* knockout cells, respectively, with retinoic acid (RA) for 3 days, a commonly used methodology to study embryonic stem cell differentiation. Transcriptome profiling by RNA-seq was carried out for cells without RA treatment (- RA), treated with RA for 1 day (day 1), and for 3 days (day 3) (Fig. 6G). 

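For each genotype, 3 biological replicates were sequenced at day 1 and 3 at day 3 of RA treatment, and the libraries under the self-renewal culture condition served as day 0. Reads on genes numbered 15843663 to 16400398 (median 16089311) in wild-type and 15505026 to 16528195 (median 16401890) in *Usb1* knockout cells at day 1. At day 3 they numbered 15926491 to 16361910 (median 16271707) in wild-type and 15879019 to 17300186 (median 17078600) in *Usb1* knockout cells. *Usb1* knockout replicate 1 at day 3 had 1224 genes of 1 read, against 2252 to 2467 in the other libraries of these days. The RA response was the change from day 0 to day 1 or day 3 within a genotype, and the difference between the responses of the genotypes was tested as an interaction in the same fit of all 17 libraries. *Usb1* was at 56.9, 48.6 and 51.9 TPM in the wild-type replicates and at 20.7, 21.4 and 18.5 TPM in the *Usb1* knockout replicates at day 1, a log2 fold change of −1.34 (SE 0.11, adjusted p = 1.97e-06, limma). At day 3 it was at 33.7, 32.0 and 35.8 TPM in wild-type and 14.7, 17.2 and 20.4 TPM in *Usb1* knockout replicates, a log2 fold change of −0.93 (SE 0.11, adjusted p = 9.37e-05, limma). This change at day 3 fell short of 2-fold, and reached it (log2 fold change −1.04) without *Usb1* knockout replicate 3. In each of the 9 *Usb1* knockout libraries, *Usb1* was below its TPM in each of the 8 wild-type libraries.

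**Figure D2:**
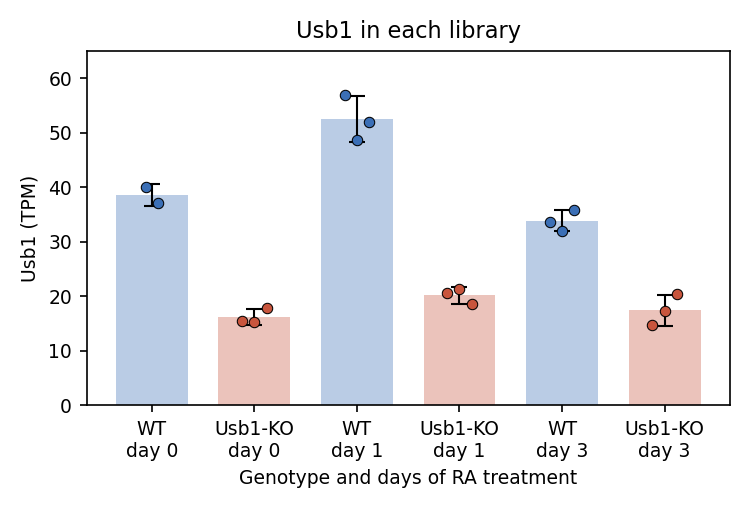
TPM of *Usb1* (vertical axis) in each of the 17 libraries, by genotype and days of RA treatment (horizontal axis). Points are libraries, bars are means and error bars are the SD. The means were 38.5, 52.5 and 33.8 TPM in wild-type and 16.2, 20.2 and 17.4 TPM in *Usb1* knockout cells at day 0, 1 and 3.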

As expected, RA treatment induced gradual changes in the expression of hundreds of genes in wild-type cells at day 1 and day 3 (Fig. 6G). 

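In wild-type cells, 3033 genes were called differentially expressed at day 1 against day 0 (2185 higher, 848 lower), and 5640 at day 3 (3522 higher, 2118 lower). The day 0 libraries moved the first number most among single libraries, to 2536 without replicate 1 and 4481 without replicate 2. Without the 2-fold minimum, 8311 genes passed at day 1, the largest number under any setting tried. The median log2 fold change over all genes tested was 0.17 at day 1, and after quantile normalization, which brought it to 0.00, 1302 of the 2533 genes called were higher. Of the genes called at day 1, 2020 were called at day 3 as well, 1965 of them in the same direction. Both comparisons use the same day 0 libraries, so noise in these adds to the sharing. Of the 5640 genes called at day 3, 4521 (80.2%) had a mean at day 1 between the means at day 0 and day 3. In 200 simulated data sets of these same genes, with day 1 unchanged from day 0, this percentage was 50.1 on average (48.4 to 52.1). Genes were not called anew in the simulations. Noise at day 0 that helped a gene to be called is therefore left out, and 50.1 may be too low for chance. A further 9.11% had passed their day 3 mean at day 1, and 10.7% had moved in the opposite direction. Among the largest changes at day 1 was *Hoxa5* (ENSMUSG00000038253; GRCm38 chromosome 6, 52201754 to 52204587), which had no reads in either wild-type library at day 0 and was at 107 ± 5.71 TPM (SD, n = 3) at day 1. *Tdh* (ENSMUSG00000021953; chromosome 14, 63492347 to 63509092) went from 434 ± 11.7 TPM (SD, n = 2) to 10.7 ± 0.715 TPM (SD, n = 3) at day 1, a log2 fold change of −5.22 (SE 0.12, adjusted p = 1.11e-12, limma). At day 3, *Igfbp5* (ENSMUSG00000026185; chromosome 1, 72857932 to 72874884) was at 379 ± 69.3 TPM (SD, n = 3), and had no reads in either library at day 0. No fold is given for these 2 genes, because a count of 0 in replicate 1 allows more than 3 reads. *Inhbb* (ENSMUSG00000037035; chromosome 1, 119415465 to 119422248) went from 553 ± 12.8 TPM at day 0 through 116 ± 3.74 TPM at day 1 to 2.50 ± 0.404 TPM at day 3, a log2 fold change of −7.31 from day 0 to day 3 (SE 0.12, adjusted p = 5.62e-15, limma).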

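The RA responses of wild-type and *Usb1* knockout cells were compared gene by gene, over the genes called in at least 1 of the genotypes. The responses share no library. At day 1, these were 3422 genes, of which 90.8% changed in the same direction in both genotypes and 314 in opposite directions. The log2 fold changes in the genotypes had a Pearson's r of 0.796 and a Spearman's rho of 0.718 across these genes, which are not independent replicates. The slope of the *Usb1* knockout on the wild-type log2 fold change, by orthogonal regression through the origin, was 0.662, where equal amplitude gives 1. At day 3, over 6781 genes, 93.0% changed in the same direction, r was 0.886, rho 0.842 and the slope 0.893. In simulated data with equal amplitude in both genotypes, slopes of 0.993 at day 1 and 0.994 at day 3 were recovered. The simulated noise of a gene had the same spread in every library. These slopes therefore do not exclude an effect of larger noise in the wild-type day 0 libraries. The choice of genes moved the slope at day 1 from 0.616 over the genes called in wild-type cells to 0.884 over those called in *Usb1* knockout cells, and that at day 3 from 0.851 to 0.974. Tested as an interaction, the response differed between the genotypes in 188 genes at day 1 and 529 genes at day 3. Among single libraries, wild-type replicate 2 at day 0 moved these results most. Without it, the response differed in 1822 and 1968 genes, r was 0.577 and the slope 0.386 at day 1, and r was 0.773 and the slope 0.751 at day 3, with wild-type replicate 1, the library with few genes of low read number, as the only day 0 library of that genotype. Without wild-type replicate 1 instead, the slope at day 1 was 0.716.

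**Figure D3:**
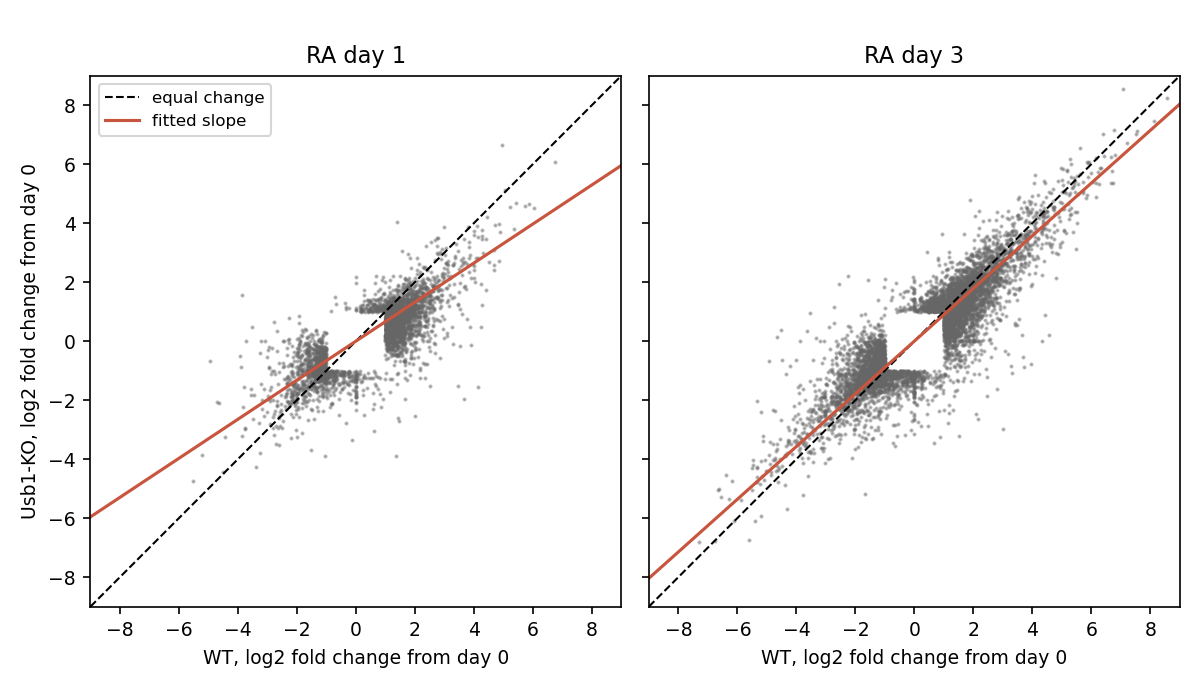
Log2 fold change from day 0 in *Usb1* knockout (vertical axis) against wild-type cells (horizontal axis) at day 1 and day 3 of RA treatment. Points are the 3422 and 6781 genes called in at least 1 genotype, the dashed line marks equal change, and the solid line is the fitted slope, 0.662 at day 1 and 0.893 at day 3.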

Overall, the trend and the amplitude of these changes were highly similar in *Usb1*-null cells (Fig. 6G). To deduce differentially regulated splicing events in wild-type and *Usb1* knockout cells, we used rMATS (Wang et al, 2024) to analyze RNA-seq datasets. In self-renewing embryonic stem cells (Fig. 6F), this analysis revealed that 1058 splicing events in 949 genes were potentially altered in *Usb1*-null cells (Fig. 6H). Interestingly, only 5 out of these 949 genes are cataloged under “regulating pluripotency of stem cells” in the KEGG pathway (mmu04550). This observation could explain why there is little functional impact on self-renewal in the absence of *Usb1*. In differentiating embryonic stem cells, 711 splicing events in 610 genes were potentially altered in *Usb1*-null cells at day 1 (Fig. 6I). Out of these 610 genes, 90 were overlapped with RA-responsive genes (RA treatment for 1 day, 2105 genes) (Fig. 6J). 

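In *Usb1* knockout cells, 1519 genes were called differentially expressed at day 1 of RA treatment against day 0, with 891 higher and 628 lower. Of these, 1130 were also called in wild-type cells at day 1, where 211 would be shared by chance, and 1123 of the shared genes changed in the same direction. Recovered reads tested with limma's voom called 2306 genes in *Usb1* knockout cells. Among the largest rises in *Usb1* knockout cells, *Stra8* (ENSMUSG00000029848; GRCm38 chromosome 6, 34920163 to 34939344) went from 10.3 ± 1.14 TPM (SD, n = 3) at day 0 to 396 ± 21.7 TPM (SD, n = 3) at day 1, a log2 fold change of 5.14 (SE 0.07, adjusted p = 4.05e-15, limma). *Cyp26a1* (ENSMUSG00000024987; chromosome 19, 37697798 to 37701536) had 0 to 3 reads per library at day 0 and 1044 to 1116 at day 1, when it was at 110.3 ± 5.13 TPM. Among the largest falls, *Socs3* (ENSMUSG00000053113; chromosome 11, 117966079 to 117970047) went from 244 ± 10.8 to 11.8 ± 0.354 TPM, a log2 fold change of −4.26 (SE 0.09, adjusted p = 5.91e-13, limma). The splicing events were not analysed here.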

At day 3 of RA treatment, 701 splicing events in 605 genes were potentially altered in *Usb1*-null cells (Fig. 6K). Out of these 605 genes, 171 were overlapped with RA-responsive genes (RA treatment for 3 days, 4224 genes) (Fig. 6L). 

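At day 3 of RA treatment, 4782 genes were called differentially expressed against day 0 in *Usb1* knockout cells, with 3023 higher and 1759 lower. Of these, 3641 were also called in wild-type cells at day 3, where 1233 would be shared by chance, and 3625 of the shared genes changed in the same direction. Scaling the libraries to an equal median left 2547 of 4805 called genes higher. *Pmp22* (ENSMUSG00000018217; GRCm38 chromosome 11, 63128982 to 63159547) went from 0.490 ± 0.374 TPM (SD, n = 3) at day 0 to 546 ± 8.04 TPM (SD, n = 3) at day 3 in *Usb1* knockout cells, a log2 fold change of 8.55 (SE 0.29, adjusted p = 6.19e-12, limma). *Inhbb* went from 660.3 ± 26.9 to 5.03 ± 1.11 TPM, a log2 fold change of −6.79 (SE 0.11, adjusted p = 4.73e-15, limma), with every library at day 3 below every library at day 0.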

Given that RA-induced differentiation comprises multiple cell types, these observations indicate that these dysregulated splicing events may have some functional outcomes on specific cell types. These results demonstrate that *Usb1* is dispensable for embryonic stem cell self-renewal and pluripotency, that is, the capability of embryonic stem cells to differentiate into any cell types of the three germ layers.

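Lists of marker genes were compared between *Usb1* knockout and wild-type cells with limma's camera test, whose p-values were adjusted over 18 tests of 6 lists at 3 time points. The 20 pluripotency genes were higher in *Usb1* knockout cells, with a mean log2 fold change of 0.20 at day 1 (adjusted p = 7.15e-04, limma) and 0.51 at day 3 (adjusted p = 8.43e-10, limma), and 13 of the 20 genes higher at each day. The median over all genes tested was −0.13 at day 1. At day 1, 12 of the pluripotency genes had an adjusted p under 0.05 over all genes tested and 16 when adjusted over the list alone, and at day 3 11 and 13. *Nanog* fell in both genotypes, to 22.6 ± 2.16 TPM (SD, n = 3) in wild-type and 87.2 ± 5.70 TPM (SD, n = 3) in *Usb1* knockout cells at day 3, a log2 fold change between the genotypes of 1.90 (SE 0.07, adjusted p = 4.27e-10, limma). *Esrrb* was at 3.50 ± 0.320 and 14.3 ± 2.24 TPM at day 3, a log2 fold change of 1.76 (SE 0.09, adjusted p = 5.14e-08, limma). The 18 RA target genes had a mean log2 fold change of −0.87 at day 1 (adjusted p = 5.38e-08, limma), with 17 of them lower, and −0.08 at day 3 (adjusted p = 0.625, limma), with 9 lower. Of the RA target genes, 15 had an adjusted p under 0.05 at day 1, both over all genes tested and adjusted over the list alone, and 7 and 8 at day 3. *Crabp2* (ENSMUSG00000004885; GRCm38 chromosome 3, 87948666 to 87953376) was at 65.9 ± 5.07 TPM in wild-type and 8.91 ± 2.39 TPM in *Usb1* knockout cells at day 1, and at 85.5 ± 13.8 and 139.7 ± 8.69 TPM at day 3. Of markers of the germ layers, the 9 neuroectoderm genes tested had a mean log2 fold change of −0.44 at day 1 (adjusted p = 0.224, limma) and 0.33 at day 3 (adjusted p = 3.50e-04, limma), and 4 and 6 of them had an adjusted p under 0.05 over all genes, 5 and 7 when adjusted over the list alone. The 13 mesoderm genes tested had a mean log2 fold change of 0.01 and a median of −0.10 at day 1 (adjusted p = 0.449, limma, direction up), and a mean of 0.34 at day 3 (adjusted p = 0.00753, limma), with 1 and 3 of them under an adjusted p of 0.05 over all genes and 1 and 5 when adjusted over the list alone. The 17 endoderm genes tested had a mean log2 fold change of −1.06 at day 1 (adjusted p = 9.41e-13, limma) and −1.09 at day 3 (adjusted p = 5.86e-23, limma). Of these genes, 15 had an adjusted p under 0.05 at each day, both over all genes and adjusted over the list alone. The list was not split into embryonic and extra-embryonic endoderm, so these values do not tell them apart. With the correlation between genes estimated from the data, the endoderm list at both days, the RA targets at day 1, and the pluripotency and neuroectoderm lists at day 3 kept an adjusted p under 0.05, and the pluripotency list at day 1 (0.119) and the mesoderm list at day 3 (0.0881) did not. Under limma's fry test these 7 results held, and the neuroectoderm list at day 1 passed as well (adjusted p = 3.53e-05). Among markers of each germ layer were genes that rose from day 0 to day 3 in both genotypes. Of the neuroectoderm list, *Nes*, *Irx3* and *Map2* rose in both, but *Sox1* and *Tubb3* fell in both. *Sox1* went from 9.49 and 9.81 TPM to 1.44 to 1.62 TPM in wild-type libraries. In *Usb1* knockout libraries it went from 12.8 to 15.0 TPM at day 0 to 2.99 to 4.10 TPM at day 3. *Nes* went from 6.58 ± 2.94 TPM (SD, n = 2) to 87.3 ± 3.96 TPM (SD, n = 3) in wild-type and from 8.51 ± 0.787 to 112 ± 11.0 TPM (SD, n = 3) in *Usb1* knockout cells, *Foxf1* had 57.1 ± 5.89 and 74.9 ± 4.56 TPM at day 3, and *Gata4* had 87.7 ± 5.57 and 25.9 ± 4.54 TPM at day 3. The log2 fold change of *Gata4* (ENSMUSG00000021944; chromosome 14, 63198922 to 63271692) from day 0 to day 3 was 5.07 (SE 0.28) in wild-type and 3.76 (SE 0.25) in *Usb1* knockout cells. From results that include the changes under RA treatment in both genotypes, the paper concludes that embryonic stem cells do not need *Usb1* for self-renewal or pluripotency. It also proposes that the splicing events altered under RA treatment (Fig. 6I–L) may matter in specific cell types.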

**Figure 6:**
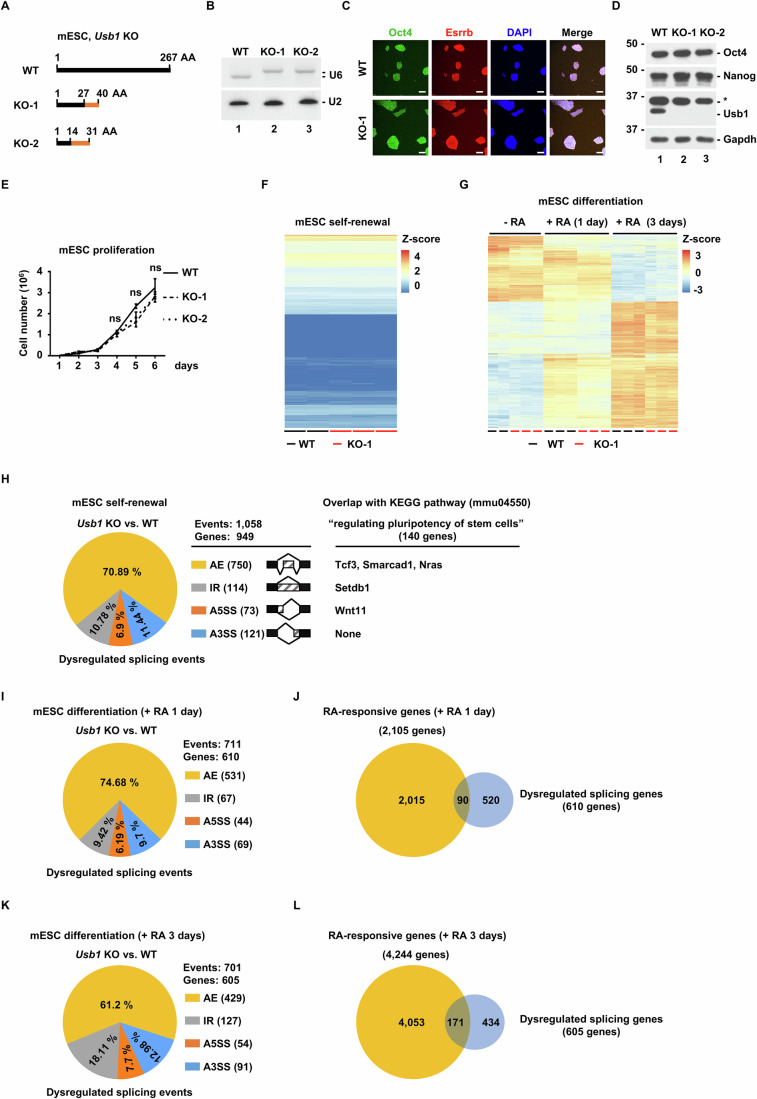
*Usb1* is dispensable for the self-renewal and pluripotency of embryonic stem cells in vitro. (**A**) Diagram of two independent *Usb1* knockout mouse embryonic stem cell lines (mESC) generated by CRISPR/Cas9 technology (KO-1 and KO-2). In KO-1, mutant Usb1 mRNA would encode a protein containing N-terminal 27 amino acid residues from the wild-type (WT), followed by 13 non-Usb1 amino acid residues. In KO-2, mutant Usb1 mRNA would encode a protein containing N-terminal 14 amino acid residues from WT, followed by 17 non-Usb1 amino acid residues. (**B**) RNA blot analysis of U6 snRNA in WT, KO-1, and KO-2 mESC lines (*n* = 5). U2 snRNA was used as a loading control. Of note, the length of U6 snRNA was extended in KO-1 and KO-2 mESC lines. (**C**) Immunofluorescence analysis of indicated proteins in WT and KO-1 mESC lines (*n* = 3). Oct4 and Esrrb are pluripotency transcription factors for mESC maintenance. Scale bar: 100 μm. (**D**) Protein blot analysis of indicated proteins in WT, KO-1 and KO-2 mESC lines (*n* = 5). Oct4 and Nanog are pluripotency transcription factors for mESC maintenance. *, non-specific signal detected by anti-Usb1 antibody. (**E**) Incucyte live-cell imaging assay to measure the proliferative rate of WT, KO-1, and KO-2 mESC lines (*n* = 3). The data represent mean ± SEM. Statistical significance was assessed using the two-sided unpaired Student’s *t*-test. (**F**) Heatmap comparison of the transcriptomic profiles of WT and KO-1 mESC lines under self-renewal culturing conditions by RNA-seq. Two and three biological replicates were performed for WT and KO-1, respectively. (**G**) Heatmap comparison of the transcriptomic profiles of WT and KO-1 mESC lines upon retinoic acid (RA)-induced differentiation by RNA-seq. Two and three biological replicates were performed for WT and KO-1, respectively, under self-renewal conditions (- RA). Three biological replicates were performed for WT and KO-1, respectively, under RA-induced differentiation (+RA) for 1 day and 3 days. (**H**) Pie chart depicting the distribution of four alternative splicing types dysregulated in *Usb1*-null mESCs, compared to WT mESCs. In total, 1058 events in 949 genes were detected by rMATS. Numbers in parentheses denote the dysregulated splicing events in *Usb1*-null mESCs. KEGG pathway “regulating pluripotency of stem cells” (mmu04550) consists of 140 genes. AE, alternative exon usage. IR intron retention, A5SS alternative 5′ splice site. A3SS, alternative 3′ splice site. (**I**) Pie chart depicting the distribution of four alternative splicing types dysregulated in *Usb1*-null mESCs vs. WT mESCs upon retinoic acid (RA)-induced differentiation for 1 day. In total, 711 events in 610 genes were detected by rMATS. Numbers in parentheses denote the dysregulated splicing events in *Usb1*-null cells. (**J**) Venn diagram depicting the overlap between differentially expressed genes (*n* = 2105) and alternatively spliced genes (*n* = 610) in *Usb1*-null cells upon retinoic acid (RA)-induced differentiation for 1 day. (**K**) Pie chart depicting the distribution of four alternative splicing types dysregulated in *Usb1*-null mESCs vs. WT mESCs upon retinoic acid (RA)-induced differentiation for 3 days. In total, 701 events in 605 genes were detected by rMATS. Numbers in parentheses denote the dysregulated splicing events in *Usb1*-null cells. (**L**) Venn diagram depicting the overlap between differentially expressed genes (*n* = 4224) and alternatively spliced genes (*n* = 605) in *Usb1*-null cells upon retinoic acid (RA)-induced differentiation for 3 days. Source data are available online for this figure.

### *Usb1* is dispensable for the development of most cell lineages during embryogenesis

We have demonstrated that *Tut1* is required for neural stem cell survival during embryonic brain development (Figs. 2–4). To investigate the role of *Usb1*, we generated *Usb1*-floxed mice (Fig. 7A), and crossed them with Emx1-Cre mice. In sharp contrast to *Tut1*^*f/f*^;Emx1-Cre embryos (Figs. 2M–O and 3J), we found no discernable defects in developing neocortices of *Usb1*^*f/f*^;Emx1-Cre embryos (*n* = 3) (Fig. 7B,C). In addition, *Usb1*^*f/f*^;Emx1-Cre mice were born at the expected ratio, and had a normal life span (Fig. EV4A). Importantly, RNA blot analysis revealed that U6 snRNA was extended by two Us in *Usb1*^*f/f*^;Emx1-Cre dorsal pallium (Fig. 7D), similar to *Usb1*-null embryonic stem cells (Fig. 6B). We derived *Usb1*-null neural stem cells from *Usb1*^*f/f*^;Emx1-Cre dorsal pallium (Fig. EV4B). These cells proliferated normally as their wild-type counterparts. The expression level of U6 snRNA was comparable in wild-type and mutant cells, but the length of U6 snRNA was extended as expected in *Usb1*-null cells (Fig. EV4C). Nevertheless, the amount of U6 snRNA associated with Lsm4 or Lsm8 protein was unaltered in *Usb1*-null cells (Fig. EV4D). Furthermore, we carried out 3′ RACE experiment to analyze the composition of the U6 snRNA 3′-end in *Usb1*-null cells. Consistent with RNA blot analysis (Figs. 6B, 7D,J and EV4C), we found that most U6 snRNA has 6 Us in *Usb1*-null cells (Fig. EV4E). Thus, in contrast to the essentiality of *Tut1*, *Usb1* is not required for the self-renewal or differentiation of Emx1^+^ neural stem cells in vivo, even though it is fully functional in this cell type.

**Figure 7:**
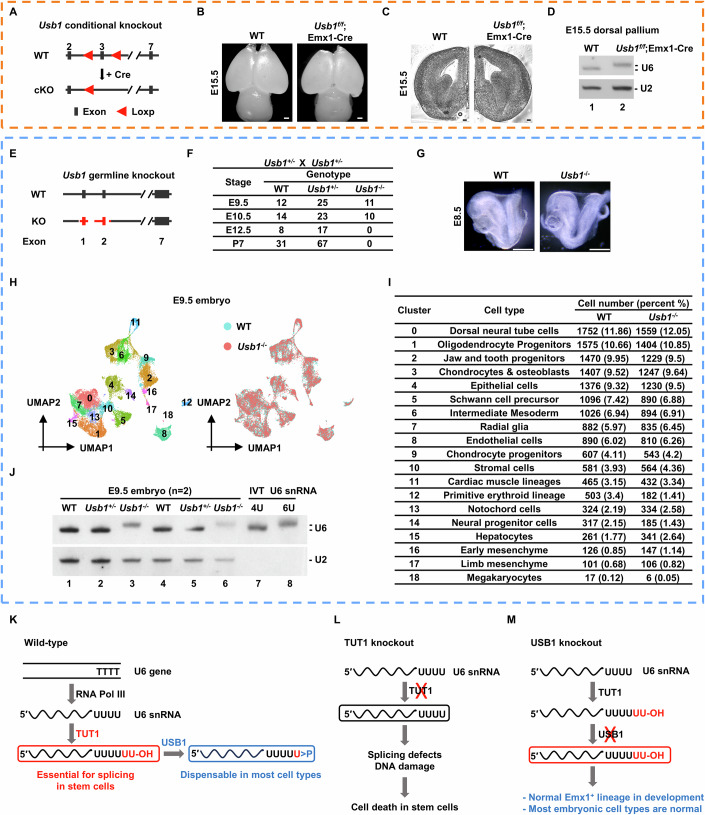
*Usb1* is dispensable for the development of most cell lineages during embryogenesis. (**A**–**D**) Analyses of *Usb1*^*f/f*^;Emx1-Cre brains indicate *Usb1* is dispensable for neocortex development. (**A**) The strategy to generate *Usb1*-floxed mice using CRISPR/Cas9 technology. cKO conditional knockout. (**B**) Dorsal views of E15.5 wild-type (WT) and *Usb1* knockout (*Usb1*^*f/f*^;Emx1-Cre) brains (*n* = 3). Scale bar: 500 μm. (**C**) Coronal sections of E15.5 wild-type (WT) and *Usb1* knockout (*Usb1*^*f/f*^;Emx1-Cre) brains (*n* = 3). Scale bar: 500 μm. (**D**) RNA blot analysis of U6 snRNA. Total RNA was extracted from E15.5 dorsal palliums of wild-type (WT) and *Usb1* knockout (*Usb1*^*f/f*^;Emx1-Cre) brains (*n* = 3). U2 snRNA was used as a loading control. Of note, the length of U6 snRNA was extended in *Usb1*^*f/f*^;Emx1-Cre brains. (**E**–**J**) Analyses of *Usb1* germline knockout mouse model (*Usb1*^*−/−*^). (**E**) The strategy to generate *Usb1* germline knockout mice by CRISPR/Cas9 technology (*Usb1*^*−/−*^). Exons 1 and 2 would be deleted in *Usb1*^*−/−*^ mice. WT wild-type. (**F**) The number of embryos and pups recovered from *Usb1*-heterozygous (*Usb1*^*+/−*^) intercrosses at the indicated embryonic (E) and postnatal (P) ages. Of note, the embryonic lethality of *Usb1*^*−/−*^ embryos occurs between E10.5-E12.5, whereas *Tut1*^*−/−*^ embryos die around E3.5. (**G**) Bright-field images of E8.5 wild-type (WT) and *Usb1*^*−/−*^ embryos (*n* = 5). Scale bar: 500 μm. (**H**,** I**) Single-cell RNA sequencing analysis of E9.5 wild-type (WT) and *Usb1*^−/−^ embryos. A total of 19 cell clusters were identified in both WT and *Usb1*^−/−^ embryos (left panel) (**H**). Harmony integration demonstrated that all 19 clusters from *Usb1*^−/−^ embryos were well mixed and grouped with those from WT embryos (right panel) (**H**). The percentage of corresponding clusters was highly similar between WT and *Usb1*^−/−^ embryos (**I**). (**J**) RNA blot analysis of U6 snRNA. Total RNA was extracted from E9.5 wild-type (WT), *Usb1*^+/−^ or *Usb1*^−/−^ embryos (*n* = 2). U2 snRNA was used as a loading control. In vitro-transcribed (IVT) U6 snRNA containing four or six uridines (Us) were used as a size marker. Of note, the length of U6 snRNA was extended in *Usb1*^−/−^ embryos. (**K**–**M**) The working model based on data from the present study (see Discussion). Source data are available online for this figure.

**Figure EV4:**
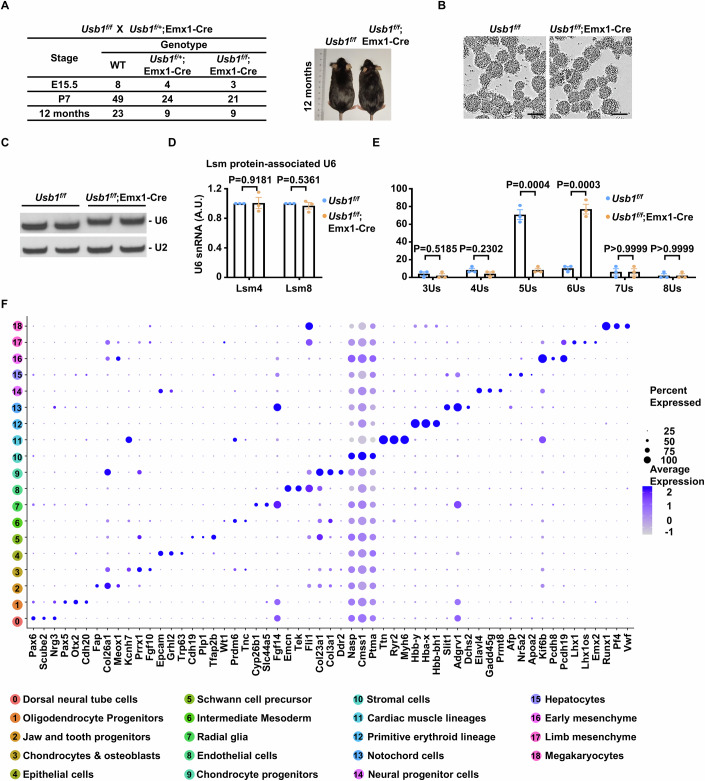
Analysis of *Usb1* function by germline and conditional knockout mouse models. (**A**) Genotype analyses of pups generated from crossing of *Usb1*^*f/+*^;Emx1-Cre and *Usb1*^*f/f*^ mice. Wild-type (WT) denotes both *Usb1*^*f/+*^ and *Usb1*^*f/f*^ genotypes. Littermates of *Usb1*^*f/f*^ and *Usb1*^*f/+*^;Emx1-Cre mice at the age of 12 months were shown (*n* = 21). (**B**) Phase contrast images of cultured neural stem cells derived from E12.5 wild-type and *Usb1*^*f/f*^;Emx1-Cre neocortices (*n* = 3), respectively. Scale bars: 100 μm. (**C**) RNA blot analysis of U6 snRNA. Total RNA was extracted from wild-type (WT) and *Usb1* knockout (*Usb1*^*f/f*^;Emx1-Cre) neural stem cells (*n* = 3). U2 snRNA was used as a loading control. Of note, the length of U6 snRNA was extended in *Usb1*^*f/f*^;Emx1-Cre cells. (**D**)The interaction between U6 snRNA and Lsm proteins in *Usb1*^*f/f*^;Emx1-Cre neural stem cells. Lsm4- or Lsm8-associated U6 snRNA was quantified by qPCR. The data represent mean ± SEM. AU arbitrary unit. (**E**) 3′ RACE analysis of U6 oligo(U) tails in wild-type (*Usb1*^*f/f*^) and *Usb1* knockout (*Usb1*^*f/f*^;Emx1-Cre) neural stem cells (*n* = 3). The data represent mean ± SEM. *P* values, unpaired Student’s *t*-test. (**F**) Dot plot showing the expression of three marker genes for each cell type. The size of the dot denotes the percentage of cells expressing the indicated genes, and the color of the dot denotes the average expression level. Source data are available online for this figure.

To probe whether *Usb1* is required in a broader range of cell types, we attempted to generate germline *Usb1* knockout mice using CRISPR/Cas9 genome editing technology (Fig. 7E). We have demonstrated that *Tut1* loss caused early embryonic lethality around E3.5-E5.5, that is, the developmental stage before the emergence of differentiated organs (Fig. 1). In sharp contrast, *Usb1*-null embryos could be obtained at the expected ratio (Fig. 7F), and were morphologically similar with wild-type embryos by E8.5 (Fig. 7G). Nevertheless, E9.5 *Usb1*-null embryos were markedly smaller than wild-type counterparts. This observation indicates that the lethality may be caused by defects in extra-embryonic tissues, and warrants further investigation. To probe potential defects in *Usb1*-null embryos at a higher resolution, we carried out single-cell sequencing analysis of E9.5 wild-type and *Usb1*-null embryos. In total, 19 cell clusters were identified in both wild-type and *Usb1*-null embryos (Figs. 7H and EV4F). On UMAP visualization, all cell clusters identified in *Usb1*-null embryos could be superimposed with their wild-type counterparts, indicating that the overall cellular states of wild-type and mutant cells are highly similar (Fig. 7H). Furthermore, the percentage of each cell type was highly similar between wild-type and *Usb1*-null embryos (Fig. 7I). These results demonstrate that the composition and the functional state of most cell lineages are highly similar in wild-type and *Usb1*-null embryos, and further support the notion that stunted development beyond E8.5 may be caused by defects in extra-embryonic tissues. These results are also consistent with the fact that *Usb1*-null embryonic stem cells exhibit normal self-renewal and differentiation capacities (Fig. 6). Thus, unlike the essentiality of *Tut1*, *Usb1* is dispensable for epiblast maintenance and differentiation to generate diverse cell lineages during embryogenesis.

Previous studies have shown that USB1 is the only enzyme for shortening the oligo(U) tail at the 3′-end of U6 snRNA in selected human cell lines (Mroczek et al, 2012). To account for the lack of phenotypes, we considered the scenario that in mice, there might be an unidentified protein capable of compensating for *Usb1* loss. To exclude this possibility, we examined the length of U6 snRNA. Total RNA was extracted from the dorsal pallium of *Usb1*^*f/f*^;Emx1-Cre neocortex and *Usb1*-null whole embryos, respectively, for RNA blot analysis. In both cases, the length of U6 snRNA was extended by 2 Us in *Usb1*-null tissues and embryos (Fig. 7D,J). These observations have two implications. First, they demonstrate that *Usb1* is the only gene in the mouse genome, capable of shortening the oligo(U) tail of U6 snRNA. Secondly, they imply that Usb1 is fully active in most embryonic cell types, because all U6 snRNAs are extended by two Us in *Usb1*-null embryos.

We conclude that the function of *Usb1*, and thus 2′,3′-cyclic phosphate modification at the U6 snRNA 3′-end, is functionally dispensable for the development of most intra-embryonic cell lineages.

## Discussion

To the best of our knowledge, the present study is the first to use mouse models to investigate the physiological relevance of *TUT1* and *USB1* and provides several insights into the functions of previously underappreciated post-transcriptional modifications at the U6 snRNA 3′-end. Formulated on results from biochemical and cell-based studies in vitro, the current view of U6 snRNA 3′-end maturation depicts TUT1-catalyzed oligo(U) tail as the intermediate substrate for USB1 to generate 2′,3′-cyclic phosphate group, with the latter modification being essential for RNA splicing and cellular functions. However, our results, based on eight genetically engineered mouse models, demonstrate that TUT1-catalyzed oligo(U) tail is essential for RNA splicing to maintain embryonic and neural stem cells, whereas USB1 is dispensable in most embryonic cell types during embryogenesis (Fig. 7K). Without the TUT1-catalyzed oligo(U) tail, splicing defects lead to massive DNA damage and cell death in stem cells (Fig. 7L). Importantly, we have shown that both cell death and splicing defects can be mitigated in *Tut1*-null neural stem cells by recombinant U6 snRNA with an oligo(U) tail containing six uridines. The essentiality of TUT1 may be explained by the fact that the LSM2-8 protein complex, the ubiquitous essential splicing factor, binds the oligo(U) tail at the 3′-end of U6 snRNA. Indeed, we find that the interaction between U6 snRNA and Lsm proteins is weakened in *Tut1*-null cells. This observation suggests that TUT1, but not USB1, is a ubiquitous, essential U6 snRNA 3′-end maturation or repair factor required for cell proliferation. This notion is supported by the large-scale studies mapping genetic vulnerabilities in human cancer cell lines (https://depmap.org/portal) (Arafeh et al, 2025). All 1183 human cancer cell lines require *TUT1* for survival, whereas the viability of only 101 cell lines partially depends on *USB1* (DepMap Public 25Q2).

In sharp contrast, we find that *Usb1* is not required in several biological contexts, in which *Tut1* is essential. Remarkably, the 3′-end of all U6 snRNAs in the *Usb1*-null embryos is extended by 2 uridines, demonstrating that there is no other enzyme encoded by the mouse genome capable of compensating for *Usb1* loss. This observation also demonstrates that *Usb1* is active in most cell types, even though it is not functionally required. This notion is further supported by the fact that mice lacking *Usb1* in Emx1^+^ cell lineages are healthy with a normal life span, and by our single-cell sequencing analyses showing that the cellular compositions and transcriptional states are indistinguishable between wild-type and *Usb1*-null embryos. Of note, *Usb1*-null embryos can develop till mid-embryogenesis, but then degenerate. Our preliminary analyses indicate that extra-embryonic defects may underlie this lethality. Nevertheless, we cannot rule out the possibility that *Usb1* may be required in certain intra-embryonic lineages. Further studies will be needed to address these issues.

Our results provide experimental support for previous human genetics studies linking variants in *TUT1* and *USB1* to distinct human disorders. In humans, biallelic variants in *TUT1* are linked to cortical atrophy, microcephaly, and cerebellar atrophy. We show that conditional knockout of *Tut1* in the central nervous system results in severe cerebral atrophy, broadly resembling features in human patients. Cerebral atrophy can be explained by the fact that *Tut1* loss causes global splicing defects, and subsequently DNA damage and cell death in neural stem and progenitor cells. In addition, we find that *Tut1* is required to maintain epiblast and embryonic stem cells. Collectively, these results suggest the hypomorphic nature of human *TUT1* variants in patients and may explain why biallelic damaging variants in *TUT1* are extremely rare in humans. On the other hand, individuals bearing biallelic inactivating variants in *USB1* are viable, albeit with defects in the immune and skeletal systems. Notably, no obvious defects are present in the brain or other organs in these individuals. These observations are consistent with our findings that *Usb1* is not functionally required in most cell types. Further studies are needed to determine the effect of *Usb1* in the immune and skeletal systems in engineered mouse models.

There are some debates on the biochemical activities of TUT1 and USB1. TUT1 was originally identified as an oligo(U) polymerase for U6 snRNA (hence its official full name: Terminal Uridylyl Transferase 1, U6 snRNA-specific) (Trippe et al, 2006; Trippe et al, 2003). Subsequent studies argued that TUT1 functions as a poly(A) polymerase (Mellman et al, 2008). However, recent biochemical and structural studies confirmed TUT1 as an oligo(U) polymerase for U6 snRNA, and found no evidence for poly(A) polymerase activity (Yamashita et al, 2017; Yamashita and Tomita, 2023; Yamashita and Tomita, 2025). Our results support that TUT1 indeed functions as an oligo(U) polymerase for U6 snRNA. We find global splicing defects in *Tut1*-null cells, consistent with a weakened U6 snRNA function. Importantly, we show that *Tut1* knockout-induced cell death and splicing defects can be mitigated by U6 snRNA containing an oligo(U) tail. On the other hand, biochemical, structural, and cell-based studies have established that USB1 is an exonuclease to trim the oligo(U) tail at the U6 snRNA 3′-end (Didychuk et al, 2017; Hilcenko et al, 2013; Mroczek et al, 2012; Shchepachev et al, 2012; Yamashita et al, 2017). Our results provide in vivo evidence to support this activity of USB1. We show that in a variety of *Usb1*-null cell types, the 3′-end of U6 snRNA is extended by 2 extra uridines. Of note, one recent study, using in vitro cultured human iPSCs, suggested that USB1 can remove the oligo(A) tail from mature microRNAs (Jeong et al, 2023). However, it is unclear how USB1, a nuclear protein (Mroczek et al, 2012), could act upon mature miRNAs in the cytoplasm. In addition, it is well established that PARN is a nuclease removing oligo(A) tails from many microRNAs (Shukla et al, 2019). It is unclear why USB1 ablation affects the same miRNAs that are also targets of PARN. Regardless of whether USB1 can trim oligo(A) tail of miRNAs or not, we show that knockout of *Usb1* does not affect embryonic stem cell self-renewal or differentiation in vitro and does not affect epiblast proliferation and its differentiation into most intra-embryonic cell types in vivo. These results indicate that USB1-catalyzed 2′,3′-cyclic phosphate modification at the U6 snRNA 3′-end is not functionally required in most cell types, at least under homeostatic conditions. However, it is tempting to speculate that USB1 may function in certain stress response pathways, considering that it is an evolutionarily conserved enzyme and its ubiquitous presence in most cell types. The eight mouse models and two stem cell models generated in this study provide a starting point for future efforts to resolve these debates, and to investigate the temporal and spatial regulation and functions of different U6 snRNA 3′-end post-transcriptional modifications in development and disease.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or Catalog Number
**Experimental models**		
*Tut1* ^*f/f*^	This paper	
*Usb1* ^*f/f*^	This paper	
*Tut1* conventional knockout mice	This paper	
*Usb1* conventional knockout mice	This paper	
nestin-Cre (B6.Cg-Tg (Nes-cre)1Kln/J)	Jackson Lab, #003771	
Emx1-Cre (B6.129S2-Emx1^tm1(cre)Krj^/J)	Jackson Lab, #005628	
Camk2a-Cre (B6.Cg-Tg(Camk2a-cre)T29-1Stl/J)	Jackson Lab, #005359	
**Antibodies**		
anti-Sox2		R&D, AF2018
anti-Gapdh		KangChen, KC-5G5
anti-Dcx		Millipore, SAB2501666
anti-Tbr2		Abcam, ab23345
anti-Oct4		Santa Cruz, sc-9081
anti-Pax6		Proteintech, 12323-1-AP
anti-Ki67		Invitrogen, MA5-14520
anti-Nanog		Bethyl, A300-397A
anti-Cleaved-caspase 3		CST, 9664 s
anti-LSM4		Zenbio, 671053
anti-LSM8		Santa Cruz, sc-390542
anti-Esrrb		R&D, PP-H6705-00
anti-γH2AX		Abcam, ab2893
anti-BrdU		Invitrogen, B35128
anti-mouse IgG-HRP		CST, 7076S
anti-rabbit IgG-HRP		CST, 7074S
Alexa Fluor 488 AffiniPure Donkey Anti-Rabbit IgG		Jackson Immunoresearch, 711-545-152
CyTM3 AfriniPure Donkey Anti-Mouse IgG		Jackson Immunoresearch, 715-165-150
Alexa Fluor 488 AffiniPure Donkey Anti-Mouse IgG		Jackson Immunoresearch, 715-545-150
CyTM3 AffiniPure Donkey Anti-Goat IgG		Jackson Immunoresearch, 705-165-147
**Oligonucleotides and other sequence-based reagents**	5′-3′	
U6 probe	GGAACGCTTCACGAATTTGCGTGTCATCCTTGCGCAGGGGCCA/iBiodT/gc/iBiodT/A	
Sn7sk probe	CGGGGAAGGTCGTCCTC/ iBiodT / iBiodT/C	
U2 probe	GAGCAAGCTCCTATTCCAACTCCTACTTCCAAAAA iBiodT / iBiodT/	
**Genotyping PCR primer sequences**		
*Tut1*-germline KO- F	CCAGCCATCTTTCTAACTCCTTT	
*Tut1*-germline KO- R1	CTTTCAAAGGACCTAGGTTTGGT	
*Tut1*-germline KO- R2	ATGCGGACACAAATATAAGAAGC	
*Usb1*-germline KO- F1	CCTGACAGTGTGCTAAGTATGTT	
*Usb1*-germline KO- F2	GAGCCTGTGGGTACGGA	
*Usb1*-germline KO- R	GCAGTTAGGCAGTCCATTGT	
*Tut1*-floxed- F2	ACCACTGCCTGGCTATGGAATACC	
*Tut1*-floxed- R2	CCCTTTTCTACACAGTGCATTCTC	
*Tut1*-cKO- F1	ACCACTGCCTGGCTATGGAATACC	
*Tut1*-cKO- R2	GCCTTATAGATATACTGGGTCACCTG	
*Trp53*-floxed- F2	AAGGGGTATGAGGGACAAGG	
*Trp53*-floxed- R2	GAAGACAGAAAAGGGGAGGG	
*Trp53*-cKO- F1	CACAAAAACAGGTTAAACCCA	
*Trp53*-cKO- R2	GAAGACAGAAAAGGGGAGGG	
*Usb1*-floxed- F	CTTCTCCAGTTGCTCTCAGGATTC	
*Usb1*-floxed- R	CCTATTGATGGAGTGAAGAACCAC	
Cre- F	ACCCTGTTACGTATAGCCGA	
Cre- R	CTCCGGTATTGAAACTCCAG	
**Guide RNAs oligonucleotide sequences**		
gRNA-1 for germline knockout *Tut1* mouse	TTGTGGGTACCCGGTGCCTT	
gRNA-2 for germline knockout *Tut1* mouse	TCCTACGCTTTTAACCCCAA	
gRNA-1 for germline knockout *Usb1* mouse	GGGCGGAGCAAACCGGGTAC	
gRNA-2 for germline knockout *Usb1* mouse	GGCCCAGTTGCCCCGCTCAT	
gRNA-1 for *Tut1* knockout mESCs	GGTGCTGGGCTCCAATCTTG	
gRNA-2 for *Tut1* knockout mESCs	TCCAATCTTGAGGCATCCTT	
gRNA-3 for *Tut1* knockout mESCs	GCAACTCCGAGCTACCAGGA	
gRNA-4 for *Tut1* knockout mESCs	GAGATGTATCCCTCAGTAAC	
gRNA-1 for *Usb1* knockout mESCs	GAAGCGGAGGCTGTCGCCGC	
gRNA-2 for *Usb1* knockout mESCs	GGGCGGAGCAAACCGGGTAC	
**Target shRNA sequences**		
shTut-1	GTGTGTTTGTCAGTGGCTTCC	
shTut1-2	TTAGAGCTGGTGGGATCTATT	
**Primers for qPCR analysis**		
Abcd4-intron-F	CCCCAGGGAGCCTTCTAGTT	
Abcd4-intron-R	AGTGCCACAGACGTAGCTTT	
Abcd4-F	AGGAAGCTGGGAGCTGACTA	
Abcd4-R	ATCGGGCTTCCTTGTCTGTG	
Dhodh-intron-F	GATATGTGTGGAGCCCCGGT	
Dhodh-intron-R	GTAATGACCCAGGTCTCCGT	
Dhodh-F	ACACAGTGACAGACGCCATT	
Dhodh-R	CAGCTCTCCCTCTCAGGACT	
Pidd1-intron-F	TGTCAGCTTTGTTTCACCAACC	
Pidd1-intron-R	AGGGACATCTGGAAGCAGTGA	
Pidd1-F	GCGTTGCTGCTTTCTCACAA	
Pidd1-R	GAGATCGAGACGCTGAAGGG	
Prelid1-intron-F	GGTGGAGGAACGATGTGTTT	
Prelid1-intron-R	GAGGGAGAAGGATGGGAGAGTT	
Prelid1-F	GCAGCTACAGAGAAGGCCAA	
Prelid1-R	AGAGGGAGAGGAAGCGAGTT	
Gnl3-intron-F	CTATTGCCATCCCCCTGCAT	
Gnl3-intron-R	CTAGCATTCTGTCGTCATTCACT	
Gnl3-F	TCAGATGTGGCCCCTGTAGA	
Gnl3-R	ACGTTAGTGTGTGGCGGTTA	
Dars2-intron-F	AGTCAGCCCATCACCCATTT	
Dars2-intron-R	CTCCTGAGGGAATCCAGAAGTT	
Dars2-F	CAATGCTCCAGACTCCGTGT	
Dars2-R	CCTCTTCTGAGTCTGCTGGC	
Srsf10-intron-F	TGTGCATCTTGGATGCTTCGT	
Srsf10-intron-R	AGCATACCAGAAAAAGCAAACAGT	
Srsf10-F	GTAATCGGCAGCTCTTGGGT	
Srsf10-R	CACACAACTTGGCACAGCAA	
C1qbp-intron-F	ACAACAGCATCCCTCCAACAT	
C1qbp-intron-R	GAAGGTCAGAAGACTCCACCC	
C1qbp-F	TTTGCGGATGAGTTGGTGGA	
C1qbp-R	CTGGCCAAAGCTTGCCATTT	
Kif3a-intron-F	GGCTGCAGACAGCACATAGA	
Kif3a-intron-R	GGTGCTTTTCCCCTGAAGGT	
Kif3a-F	GGTGGGGAGGTCTGTTGAAG	
Kif3a-R	AGTCCATGAGAAGCAGCCAC	
Smndc1-intron-F	GCTAATTCTTGGGTGGTTGCC	
Smndc1-intron-R	ACCACTCTTCTCCCCAAACT	
Smndc1-F	CCACAGCTTCCTCAGTGTGT	
Smndc1-R	ATGGGCCTGACGTTCAGAAG	
Trim28-intron-F	CCTGGTACGAACTCCACAGG	
Trim28-intron-R	GCCCAATTTCCAAGGCACAA	
Trim28-F	CTCTTGTGGTCAGCCCAGTC	
Trim28-R	AGCAAGAACAGGAGTCAGGC	
Pnisr-intron-F	ACAGTCTGCTAGTGTTGTGGC	
Pnisr-intron-R	GACGCCAAGTGAGGTTTCCA	
Pnisr-F	CCAGCAAGATCCAAGCCAGA	
Pnisr-R	ACGATGCTTTGCTGTCCTGA	
Prpf4b-intron-F	TGGCAGAATTCCCTGCATGT	
Prpf4b-intron-R	ACAGTACACTGAAGGCGCTC	
Prpf4b-F	AAAGATGCCAGCCCCATCAA	
Prpf4b-R	TCCTATGACCACCCCGTGAT	
Ube2v2-AE-F	ACCCAGAAGCTCCTCCATCA	
Ube2v2-AE-R	CCACTGGAATTATTGATCCCATTCA	
Ube2v2-F	GATGCACGGAGCATACCAGT	
Ube2v2-R	CTGTCCTTCTGGAGGCTGTG	
Rit1-AE-F	TGTCCTGAGTTGCATCTCTT	
Rit1-AE-F	CGGTGGCTGATGAACTGCAT	
Rit1-F	CAGCCATGCGGGATCAGTAT	
Rit1-R	CTGCCTCAGCTGCTTTAGGT	
**Primers for U6 cDNA cloning**		
U6-F	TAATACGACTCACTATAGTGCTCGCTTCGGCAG	
U6-0U-R	CGTCTCCTATGGAACGCTTCACG	
U6-2U-R	CGTCTCCAATATGGAACGCTTCACG	
U6-4U-R	CGTCTCCAAAATATGGAACGCTTCACG	
U6-6U-R	CGTCTCCAAAAAATATGGAACGCTTCACG	
Sequences of peptides for the generation of the TUT1 antibody	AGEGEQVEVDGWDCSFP	
Sequences of peptides for the generation of USB1 antibody	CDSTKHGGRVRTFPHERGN	
**Chemicals, enzymes, and other reagents**		
DMEM/F12		Gibico, 11320-033
N2		17502048
B27		17504044
EGF		Sino Biological, 10605-HNAE
bFGF		Sino Biological, 10014-HNAE
5-BrdU		Sigma, B5002
Accutase		Gibico, A1110501
qPCRmix (ssofast evagreen@ supermix)		Bio-Rad, 1725201
Fluoromount-G®		SouthernBiotech, 0100-01
Trizol		Invitrogen, 15596018
Matrigel		Corning, 356237
**Software**		
CellRanger (v6.1.2)	PMID: 28091601	
Seurat (v4.3)	PMID: 25867923	
Harmony (v0.1.0)	PMID: 31740819	
clusterProfiler (v4.10)	PMID: 22455463	
Minimap2 (v2.24)	PMID: 29750242	
FastQC (v0.11.9)	Andrews S (2010) FastQC: a quality control tool for high-throughput sequence data	
Trimmomatic (v0.39)	PMID: 24695404	
Bowtie2 (v2.4.5)	PMID: 22388286	
SAMtools (v1.15)	PMID: 19505943	
BEDTools (v2.30.0)	PMID: 20110278	
deepTools (v3.5.1)	PMID: 24799436	
R (v4.2.2)	Ihaka R, Gentleman R (1996) R: a language for data analysis and graphics. J Comput Graph Stat 5:299–314	
Bioconductor (v3.16)	PMID: 15461798	
rMATS v4.3.0	PMID: 38396040	
FLAIR v2.0.0	PMID: 32188845	
**Other**		
TUNL		YEASON, China

### Generation of germline and conditional knockout mouse models

Germline deletion of *Tut1* (ENSMUSG00000071645) or *Usb1* (ENSMUSG00000031792), respectively, was carried out using CRISPR/Cas9 genomic editing technology to generate conventional knockout mice models. For *Tut1*, two guide RNAs parsing the region of exon 3 to exon 5 of *Tut1*, and for *Usb1*, two guide RNAs parsing the region of exon 2 of *Usb1* were used. To generate germline knockout mouse embryos, heterozygous mice were intercrossed. To generate *Tut1-* and *Usb1-* floxed mice, two loxp sequences were inserted into the introns flanking exon 2 of *Tut1* (*Tut1*^*f/f*^), or exon 3 of *Usb1* (*Usb1*^*f/f*^), respectively. To obtain conditional knockout mice, floxed mice were crossed with nestin-Cre (B6. Cg-Tg (nes-cre) 1Kln/J; Jackson Lab, #003771), Emx1-Cre (B6.129S2-Emx1^tm1(cre)Krj^/J; Jackson Lab, #005628), or Camk2a-Cre (B6.Cg-Tg(Camk2a-cre)T29-1Stl/J, Jackson Lab, #005359) mice individually. To generate double knockout mice, *Tut1*^*f/f*^ mice were crossed with *Trp53*^*f/f*^ (B6.129P2-*Trp53*^tm1Brn^/J, Jackson Lab, #008462) mice to obtain *Tut1*^*f/f*^;*Trp53*^*f/f*^ mice. *Tut1*^*f/f*^;*Trp53*^*f/f*^ mice were then crossed with nestin-Cre or Emx1-Cre mice, respectively. Noon on the day of the vaginal plug was defined as E0.5. Embryos and offsprings were genotyped by PCR of genomic DNA. Mice were housed under a 12-h light–dark cycle and had ad libitum access to food and water in a controlled animal facility. Animal studies were approved by the Institutional Animal Care and Use Committee at West China Second University of Sichuan University (2022-054).

### Stem cell models and LNP transfection

Primary neural stem cells were derived from E12.5 neocortices of gene-floxed embryos (Ai14, *Tut1*^*f/f*^, *Trp53*^*f/f*^, and *Tut1*^*f/f*^;*Trp53*^*f/f*^), and of *Tut1*^*f/f*^;*Trp53*^*f/f*^;Emx1-Cre and *Usb1*^*f/f*^;Emx1-Cre embryos, using a previously described protocol (Ahlenius and Kokaia, 2010). For *Tut1*^*f/f*^;Emx1-Cre, E11.5 neocortices were used. Briefly, the dorsal pallium was dissociated by accutase into single cell, and cultured in N2B27 medium containing bFGF and EGF. Cell proliferation was monitored by the Incucyte S3 live-cell analysis system (Sartorius). In vitro-transcribed Cre-mRNA was generated as previously described (Zhang et al, 2024). U6 snRNA cDNA was cloned using total RNA derived from mouse primary neural stem cells, and its sequence is identical to NR_003027.2 (without the terminal 5 Ts). To generate recombinant U6 snRNA with 0, 2, 4, or 6 Us at the 3′-end, U6 snRNA cDNA with corresponding tails was sub-cloned into the pUC57 vector using primers listed in Reagents and Tools Table (forward primer: U6-F; reverse primers: U6-0U-R, U6-2U-R, U6-4U-R, and U6-6U-R), linearized by Esp3I (Thermo Fisher), and then used as the template for in vitro transcription by T7 polymerase (Novoprotein, China) following the manufacturer’s instruction. Of note, Esp3I is a Type IIS enzyme generating a precise 3′-end without any vector-derived nucleotides. The recombinant U6 snRNA was purified by the RNeasy Mini kit (QIAGEN). 100 ng recombinant RNA was resolved by 8% denaturing gel, and stained with ethidium bromide to inspect the purity. The length and integrity of U6 snRNA and Cre-mRNA was routinely monitored by Agilent 2100 using RNA 6000 nano kit. Cre-mRNA and U6 snRNA were individually packed with LNP. To transfect neural stem cells, LNP/RNA complexes containing 1 μg of Cre-mRNA and/or 3 μg of U6 snRNA were incubated with 10^5^ cells. To probe the interaction between U6 snRNA and Lsm proteins, endogenous Lsm4 and Lsm8 proteins were immunoprecipitated from cultured neural stem cells, respectively, followed by TRIzol extraction of associated RNA, and the detection of U6 snRNA by qPCR. The amount of immunoprecipitated Lsm proteins from *Tut1* knockout cells were normalized to those from wild-type cells. The amount of immunoprecipitated U6 snRNA/Lsm protein from wild-type cells were arbitrarily set to value 1.

R1/E mouse embryonic stem cells (mESCs) (ATCC, SCRC-1036) were maintained as previously described (Fang et al, 2022). To knock down *Tut1* expression in mESCs, two short-hairpin RNA (shRNA) constructs were used. To knockout *Tut1* in mESCs, four independent guide RNA sequences were used. However, no *Tut1* knockout mESC clones could be obtained (*n* = 157). To generate *Usb1* knockout mESCs, two guide RNA sequences were used. Knockout cell lines were identified by protein blotting and DNA sequencing. Alkaline phosphatase staining was performed following the manufacturer’s instructions (Sigma). To initiate mESC differentiation, retinoic acids were added and cells were collected at the indicated time points.

### Northern blot, 3′ RACE analysis and RNA immunoprecipitation (RIP)

Northern blot analysis was carried out using Chemiluminescent Nucleic Acid Detection Module (Thermo Fisher), following the manufacturer’s instructions. Briefly, 250 ng of total RNA were separated on 8% denaturing gel, and then transferred to a Nytran N^+^ membrane (GE). The membrane was crosslinked by UV, blocked with NorthernMax™ (Invitrogen™), and then incubated with biotin-labeled probes. 3′ RACE experiments were performed as previously described (Shchepachev et al, 2015), using total RNA derived from wild-type and *Usb1* knockout neural stem cells, respectively (*n* = 3). Sixteen clones were sequenced for each genotype (96 clones in total). RIP procedure was carried out as previously described (Gagliardi and Matarazzo, 2016). Briefly, cell lysates were incubated with protein A/G beads and anti-Lsm4 or anti-Lsm8 antibody for 4 h at 4 °C, and the beads were washed four times. Associated RNA was extracted by TRIzol, reverse transcribed by M-MLV reverse transcriptase, and then amplified using U6 snRNA-specific primers.

### Tissue analyses

For embryonic brain tissues, samples were fixed with 4% paraformaldehyde overnight at 4 °C, and cryopreserved in 25% sucrose for 1 day before embedding in Tissue-Tek OCT Compound (Sakura Finetek, USA). Samples were sectioned on a cryostat at 8–10 μm, and then stained with the indicated antibodies. Terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate (dUTP) nick end labeling (TUNEL) assay was performed following the manufacturer’s instructions (YEASON, China). Images were obtained using a fluorescent confocal microscope (FV3000; Olympus, Japan).

### Behavioral testing

Behavioral analyses were carried out as previously described (Rein et al, 2020; Vorhees and Williams, 2006; Walf and Frye, 2007). Briefly, 8- to 12-week-old wild-type and *Tut1*^*f/+*^;nestin-Cre mice with an equal sex ratio were placed in the test room one hour prior to each test. Wild-type and *Tut1*^*f/+*^;nestin-Cre mice were evaluated on the same day, and equipment was cleaned with 70% ethanol after each animal. Tests were performed starting with the least aversive to the most aversive task, scored automatically and analyzed by SMART 3.0 (Panlab). For the open field test, the time spent in three areas was determined, defined as the “Periphery (5 cm from the walls)”, “center (a 14 cm × 14 cm square in the center)” and “non-periphery” (areas excluding periphery and center). For the three-chamber sociability and social novelty test, active interactions between the mice were scored with 10 min of total test time. For the elevated plus maze test, mice were placed in the center of a black elevated plus maze (each arm is 30 cm long and 6 cm wide with two arms enclosed by 15 cm-high walls), and allowed to explore for 5 min in a dimly lit room. Then the time spans spent in the open, closed arms and in the middle were determined. For the Morris water maze, mice were trained for 5 days to locate the quadrant containing an escape platform. On day 7, the escape platform was removed, and each mouse was allowed to swim for 1 min to determine whether the animal remembered the location of the platform. The time each animal spends in and the number of times the animal crosses the quadrant previously containing an escape platform during the 5-day training period were documented. These two parameters were regarded as indicators of how well the animal has learned the spatial location of the platform.

### Single-cell RNA-seq, Nanopore long-read RNA-seq, bulk RNA-seq, and bioinformatic analyses

Micro-dissected dorsal and medial palliums from wild-type and *Tut1*^*f/f*^;Emx1-Cre E11.5 embryos were used for long-read RNA sequencing to analyze alternative splicing (AS) events in poly(A)-enriched RNA. Briefly, minimap2 (v2.24) (Li, 2018) was used to align reads with the ENSEMBL (v102) mouse reference transcriptome. Alternative acceptor, alternative donor, alternative exon usage, and intron retention events were identified by FLAIR (v2.0.0) diffSplice and genes with multiple isoforms identified were considered alternatively spliced (Tang et al, 2020). Differentially spliced genes were further subjected to gene ontology (GO) enrichment analysis using clusterProfiler (v4.10) in the R package. Enriched GO terms were further grouped based on similarity using Simplify in clusterProfiler (v4.10) (Wu et al, 2021). For gene set enrichment analysis, GSEA (v4.1.0) and Hallmark gene set from Molecular Signatures Database were used (Liberzon et al, 2015).

Single-cell RNA-seq was used to compare cell types derived from E9.5 wild-type (*Usb1*^*+/+*^) and *Usb1*^*−/−*^ embryos. Embryos were dissociated into single-cell suspension, loaded into Chromium microfluidic chips with 3′ reagent kit (v3.1 chemistry), and barcoded with a 10X Chromium Controller (10X Genomics). Sequencing was performed using the Illumina NovaSeq platform following the manufacturer’s instructions (Annoroad Gene Technology (Beijing) Co., Ltd.). The bioinformatics pipeline was previously described (Li et al, 2023). After quality control, 14,776 and 13,034 cells from wild-type and *Usb1*-null embryos, respectively, were used for bioinformatic analyses. Briefly, the sequencing data were aligned to the mouse transcriptome to generate the expression matrix using the CellRanger (v6.1.2). Cells with detected gene numbers between 200 and 6000, and a percentage of mitochondrial genes below 30%, are used for unbiased cell clustering by Seurat (v4.3). Batch effects were corrected using the Harmony package v0.1.0 in UMAP visualization. The putative identities of each cluster were assigned using pre-defined markers (Cao et al, 2019) (Fig. EV4F).

To compare wild-type and *Usb1* knockout murine embryonic stem cells under self-renewal and differentiation conditions, two or three independent biological replicas were subjected to transcriptomic profiling by bulk RNA-seq. The sequencing and bioinformatics pipeline were previously described (Fang et al, 2022). Briefly, sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina (NEB, USA), and sequenced on an Illumina NovaSeq platform. Transcripts per kilobase of exon model per million mapped reads (TPM) was calculated based on the length of the gene and reads count mapped to this gene. Differential gene expression analysis was performed using the DESeq2 R package (1.16.1).

## Supplementary information

Peer Review File

Movie EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV4 Source Data

Expanded View Figures

## Data Availability

The sequencing data produced in this study have been deposited in the Gene Expression Omnibus (GEO) repository under the accession numbers GSE305663 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE305663), GSE305664 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE305664), GSE277835 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277835), GSE277838 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277838) and GSE277839 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277839). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-026-00759-8.

# Supplementary material for: TUT1-catalyzed U6 snRNA 3′-end maturation is essential for RNA splicing and stem cell survival
**Source:** EMBO Rep. 2026 Apr 9;27(10):2703–30. doi: 10.1038/s44319-026-00759-8
**Supplement:** Supplementary file 2 — Movie EV1

**Movie EV1. P14 littermates of wild-type and *Tut1^f/f^*;Emx1-Cre mice.**

# Supplementary material for: TUT1-catalyzed U6 snRNA 3′-end maturation is essential for RNA splicing and stem cell survival
**Source:** EMBO Rep. 2026 Apr 9;27(10):2703–30. doi: 10.1038/s44319-026-00759-8
**Supplement:** Supplementary file 13 — Expanded View Figures

## Expanded View Figures

**Figure EV1. *Tut1* heterozygous mice generated by nestin-Cre (*Tut1<sup>fl/+</sup>;nestin-Cre*) are normal without behavioral abnormalities.**

(A) The number of pups recovered from *Tut1<sup>fl/+</sup>;nestin-Cre* intercrosses. (B) Sagittal sections and H&E staining of P70 wild-type (WT) and *Tut1<sup>fl/+</sup>;nestin-Cre* brains ( $n = 3$ ). Scale bar: 50  $\mu\text{m}$ . (C) Open field test. Representative traces of WT ( $n = 17$ ) and *Tut1<sup>fl/+</sup>;nestin-Cre* ( $n = 16$ ) mice in the open field (left panel), and time spent in the indicated areas (right panel). The data represents mean  $\pm$  SEM.  $P$  values, unpaired Student's  $t$ -test. (D) Tree-chamber sociability and social novelty test. Representative traces of WT ( $n = 16$ ) and *Tut1<sup>fl/+</sup>;nestin-Cre* (Het) ( $n = 15$ ) mice in three-chamber (left panel), and total sniffing time spent toward stranger 1 or stranger 2 (right panel). The data represents mean  $\pm$  SEM.  $P$  values, unpaired Student's  $t$ -test. (E) Elevated plus maze test. Representative traces of WT ( $n = 17$ ) and *Tut1<sup>fl/+</sup>;nestin-Cre* (Het) ( $n = 16$ ) mice in the elevated plus maze (left panel), and time spent in the indicated areas (right panel). The data represent mean  $\pm$  SEM.  $P$  values, unpaired Student's  $t$ -test. (F) Morris water maze test. Representative traces of WT ( $n = 19$ ) and *Tut1<sup>fl/+</sup>;nestin-Cre* (Het) ( $n = 20$ ) mice in Morris water maze (left panel), and the number of target quadrant crossings as well as time spent in the indicated areas (right panel). The data represent mean  $\pm$  SEM.  $P$  values, unpaired Student's  $t$ -test. (G) The knockout efficiency of *Tut1<sup>fl/fl</sup>;Camk2a-Cre*, determined by qPCR analysis of *Tut1* exon 2 expression as in Fig. 4C. Source data are available online for this figure.

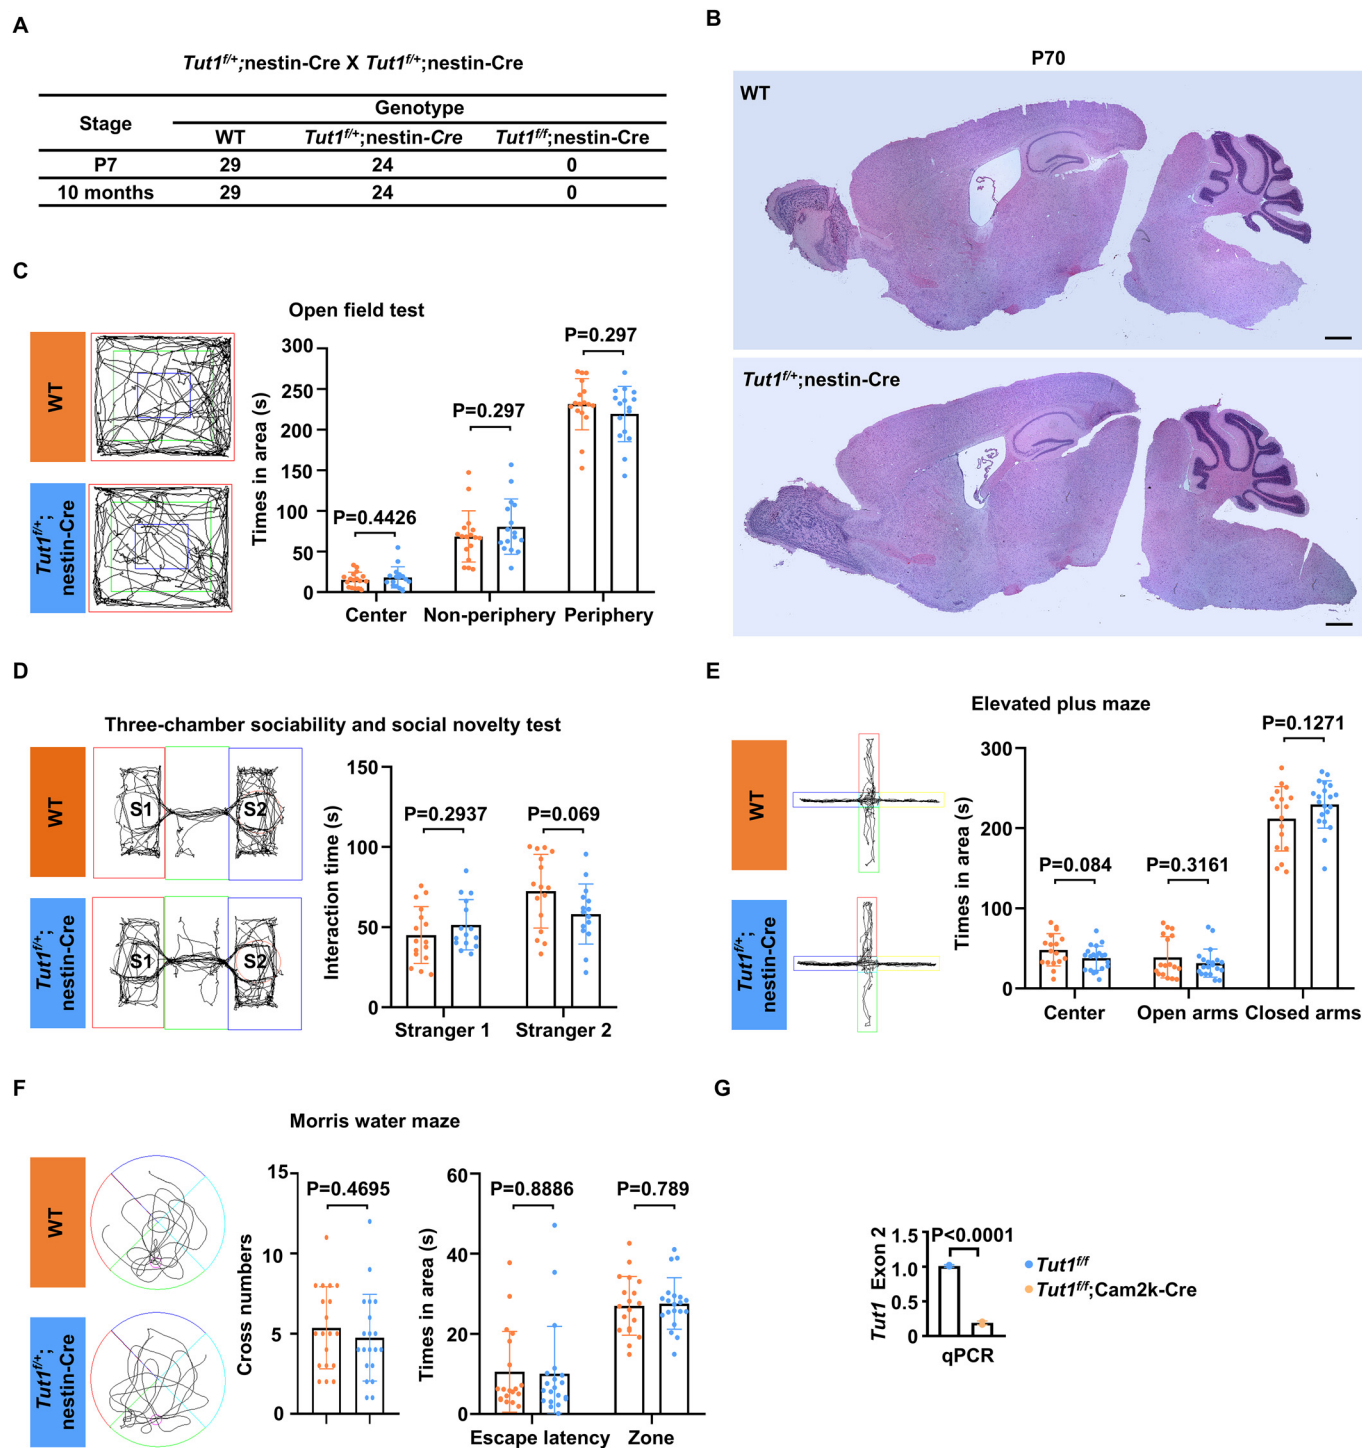

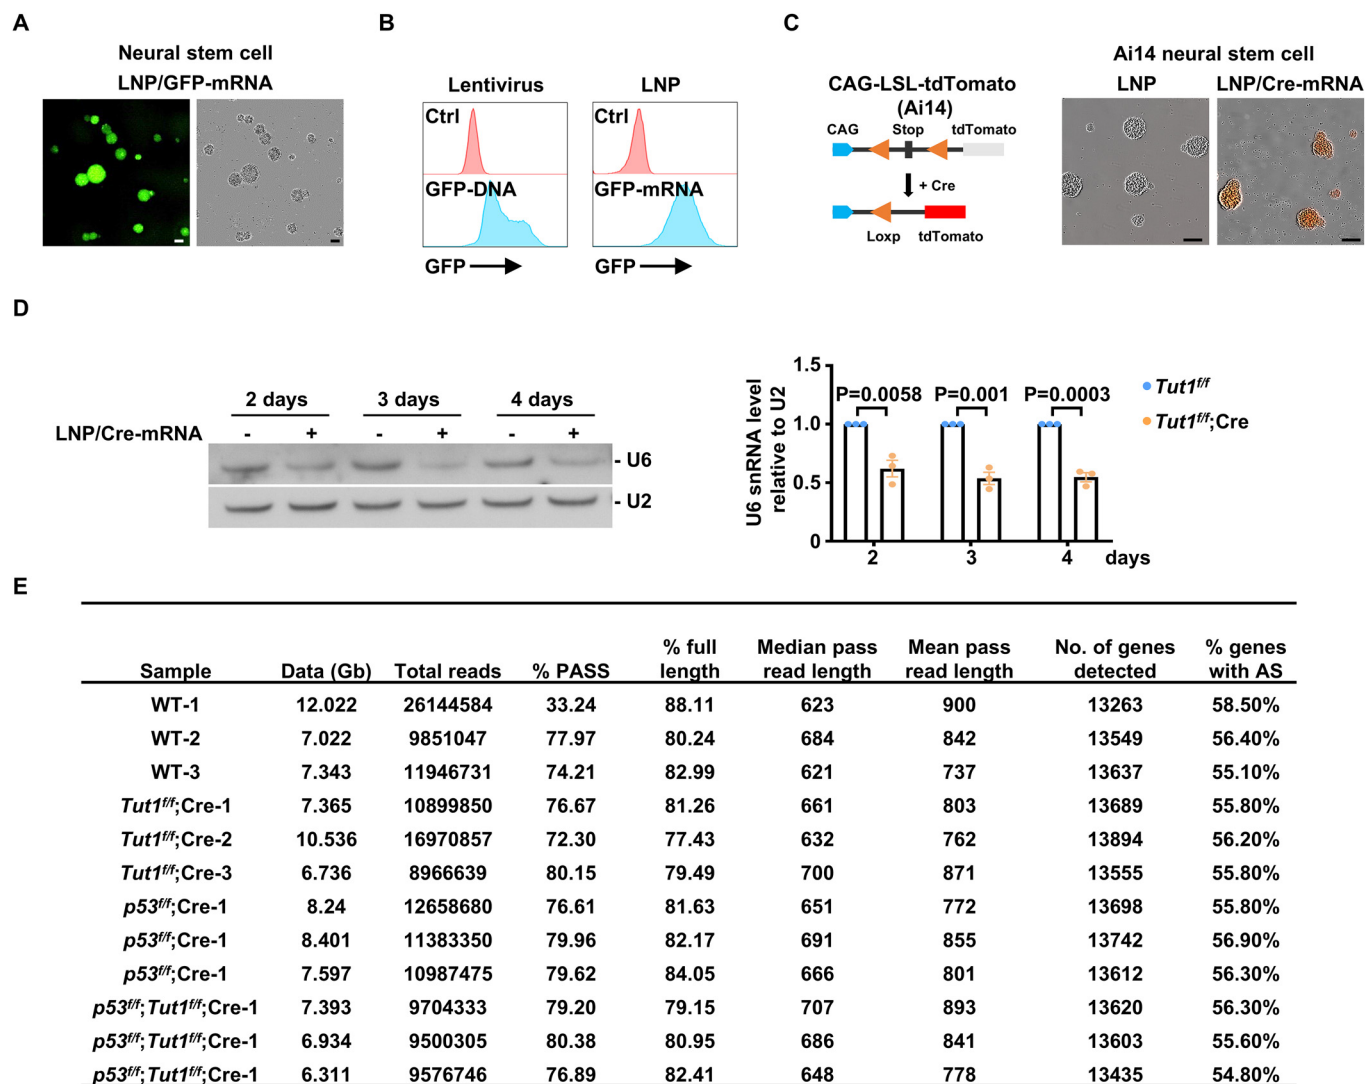

**Figure EV2. Analysis of *Tut1* function in neural stem cells in vitro.**

(A) Incucyte live-cell imaging analysis of neural stem cells for visual inspection of overall cell morphology ( $n = 3$ ), with or without transfection by LNP containing GFP-mRNA (LNP/GFP-mRNA). Scale bar: 100  $\mu\text{m}$ . (B) Lentiviral transduction of neural stem cells with GFP cDNA (left,  $n = 3$ ) or LNP transfection with GFP-mRNA (LNP/GFP-mRNA) (right,  $n = 3$ ). Flow cytometry was used to analyze GFP-positive cells 2 days after transduction or transfection. Notably, compared to lentiviral transduction, LNP transfection showed a higher percentage of GFP-positive cells and more uniform GFP expression. (C) Ai14 neural stem cells transfected with LNP/Cre-mRNA. (D) Northern blot analysis of U6 snRNA expression in neural stem cells after LNP/Cre-mRNA transfection. Time course analysis of U6 snRNA expression. Total RNA was derived from *Tut1<sup>fl/fl</sup>* neural stem cells with or without LNP/Cre-mRNA transfection for 2, 3, or 4 days ( $n = 3$ ). U2 snRNA was used as a loading control. (E) Nanopore-sequencing statistics for Fig. 4H. The percentage of full-length (% full length) reads was calculated as the number of reads covering 80% of nucleotides for the transcript. The number of genes (No. of genes detected) was computed by counting the genes, including all the isoforms. Genes with multiple isoforms identified were considered alternatively spliced (% genes with AS). Source data are available online for this figure.

| Sample                                  | Data (Gb) | Total reads | % PASS | % full length | Median pass read length | Mean pass read length | No. of genes detected | % genes with AS |
|-----------------------------------------|-----------|-------------|--------|---------------|-------------------------|-----------------------|-----------------------|-----------------|
| <i>Tut1<sup>fl/fl</sup></i> -1          | 1.606     | 7436242     | 96.72  | 54.83         | 728                     | 1068                  | 12442                 | 61.50%          |
| <i>Tut1<sup>fl/fl</sup></i> -2          | 1.69      | 7886748     | 97.19  | 56.50         | 687                     | 1011                  | 12788                 | 61.30%          |
| <i>Tut1<sup>fl/fl</sup>;Emx1-Cre</i> -1 | 1.712     | 7903509     | 96.91  | 56.28         | 696                     | 1039                  | 13158                 | 61.50%          |
| <i>Tut1<sup>fl/fl</sup>;Emx1-Cre</i> -2 | 1.247     | 5850069     | 97.24  | 61.85         | 662                     | 975                   | 12522                 | 60.30%          |

**Figure EV3. Nanopore-sequencing statistics for Fig. 5.**

The percentage of full-length (% full length) reads was calculated as the number of reads covering 80% of nucleotides for the transcript. The number of genes (No. of genes detected) was computed by counting the genes, including all the isoforms. Genes with multiple isoforms identified were considered alternatively spliced (% genes with AS).

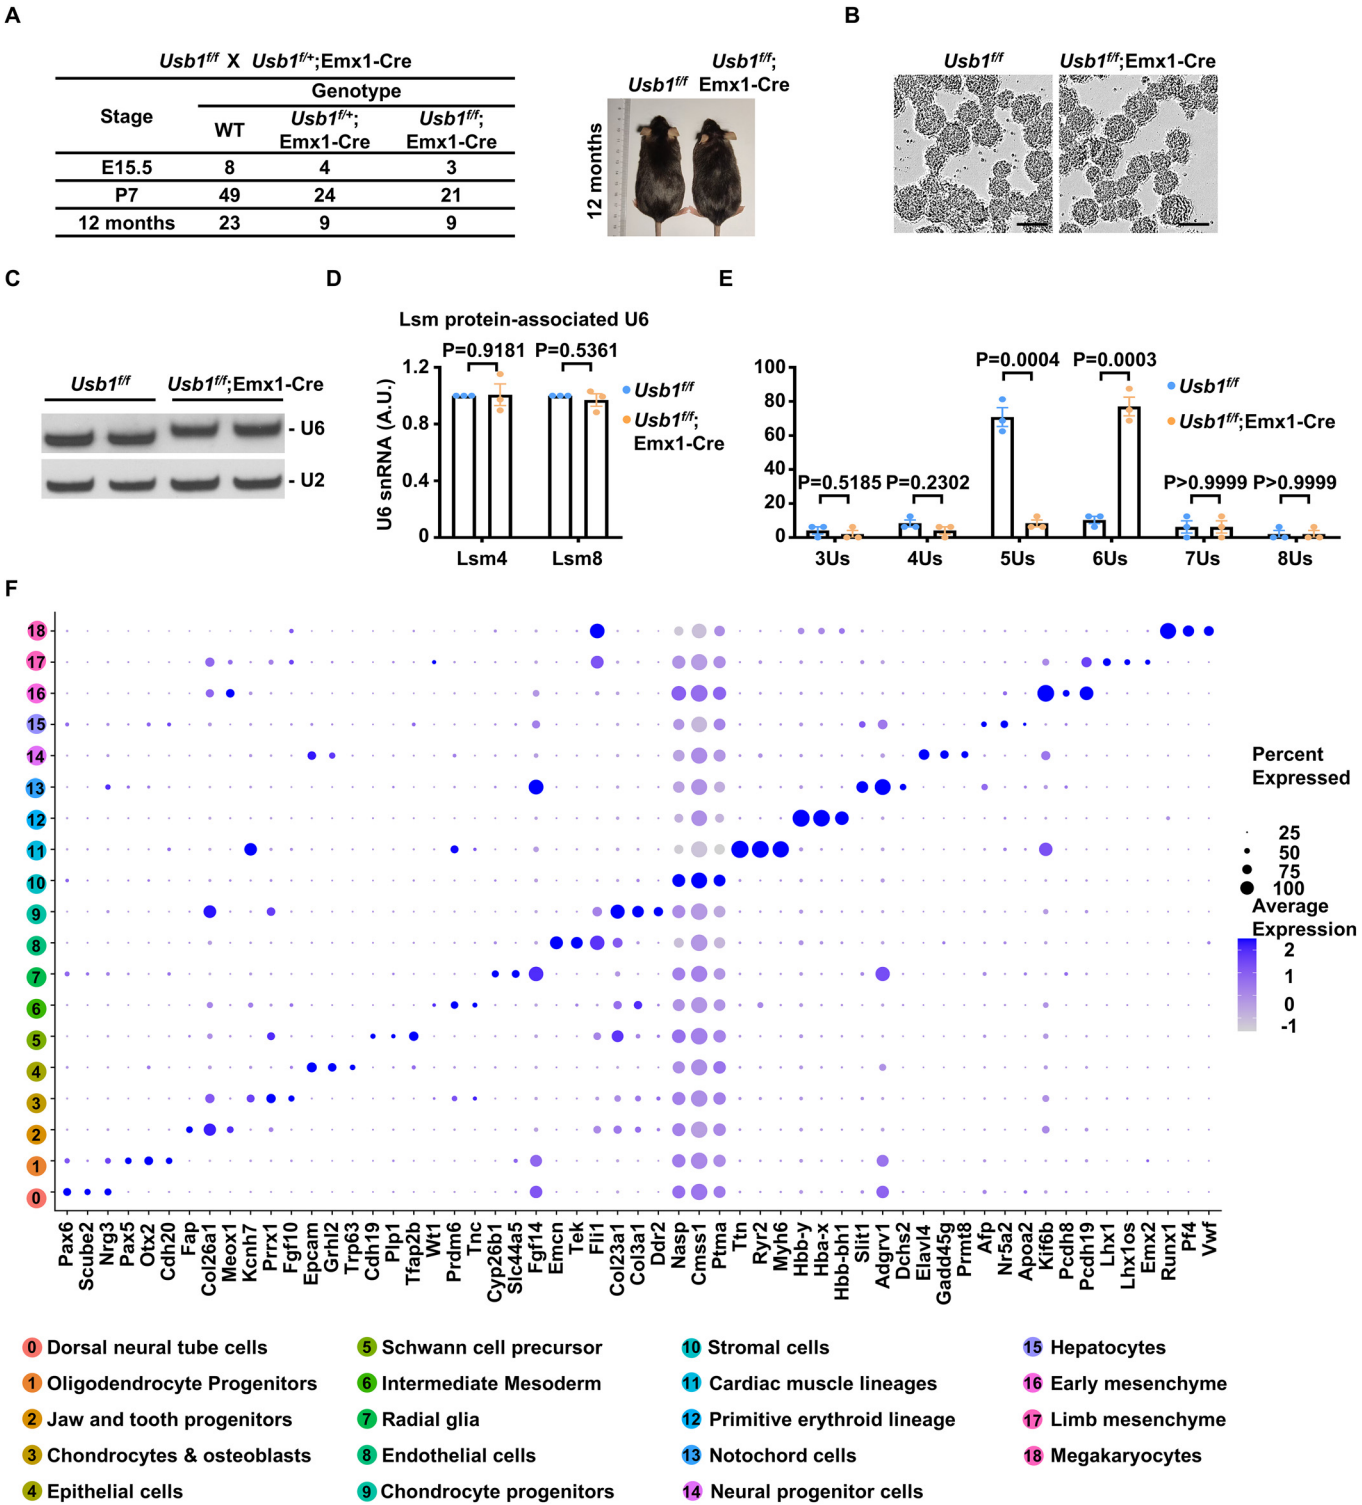

◀ **Figure EV4. Analysis of *Usb1* function by germline and conditional knockout mouse models.**

(A) Genotype analyses of pups generated from crossing of *Usb1<sup>f/f</sup>;Emx1-Cre* and *Usb1<sup>f/f</sup>* mice. Wild-type (WT) denotes both *Usb1<sup>f/+</sup>* and *Usb1<sup>f/f</sup>* genotypes. Littermates of *Usb1<sup>f/f</sup>* and *Usb1<sup>f/+</sup>;Emx1-Cre* mice at the age of 12 months were shown ( $n = 21$ ). (B) Phase contrast images of cultured neural stem cells derived from E12.5 wild-type and *Usb1<sup>f/f</sup>;Emx1-Cre* neocortices ( $n = 3$ ), respectively. Scale bars: 100  $\mu\text{m}$ . (C) RNA blot analysis of U6 snRNA. Total RNA was extracted from wild-type (WT) and *Usb1* knockout (*Usb1<sup>f/f</sup>;Emx1-Cre*) neural stem cells ( $n = 3$ ). U2 snRNA was used as a loading control. Of note, the length of U6 snRNA was extended in *Usb1<sup>f/f</sup>;Emx1-Cre* cells. (D) The interaction between U6 snRNA and Lsm proteins in *Usb1<sup>f/f</sup>;Emx1-Cre* neural stem cells. Lsm4- or Lsm8-associated U6 snRNA was quantified by qPCR. The data represent mean  $\pm$  SEM. AU arbitrary unit. (E) 3' RACE analysis of U6 oligo(U) tails in wild-type (*Usb1<sup>f/f</sup>*) and *Usb1* knockout (*Usb1<sup>f/f</sup>;Emx1-Cre*) neural stem cells ( $n = 3$ ). The data represent mean  $\pm$  SEM.  $P$  values, unpaired Student's  $t$ -test. (F) Dot plot showing the expression of three marker genes for each cell type. The size of the dot denotes the percentage of cells expressing the indicated genes, and the color of the dot denotes the average expression level. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

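RNA sequencing of R1/E mouse embryonic stem cells was analysed in 17 libraries, which cover wild-type and *Usb1* knockout cells at day 0, 1 and 3 of RA treatment. Wild-type cells at day 0 had 2 biological replicates and each of the other 5 groups had 3. The knockout libraries came from 1 line, KO-1, so a difference between clones is confounded with the knockout. The authors made NEBNext Ultra libraries and sequenced them on an Illumina NovaSeq platform. The values deposited by the authors are TPM, which they calculated from the length of each gene and the reads counted on it. For differential expression the authors used DESeq2. The deposited values are not counts, so the comparisons were made on TPM, and a fit on reads recovered from TPM was an alternative.

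Gene identifiers were matched to GENCODE M21 (GRCm38), which holds 54495 of them, with the same symbol for 53921. Coordinates and exon lengths were taken from it. Genes were followed by identifier, since 203 symbols are listed more than once. The reads behind each value were recovered by multiplying TPM by the exon length and dividing by the step of the library, and the result was checked for whole numbers. Reads on genes ranged from 15404379 to 17300186 over the libraries. At this depth, 3 reads, taken here as the limit that 0 reads in a library allow under counting error alone, correspond on average over the *Usb1* knockout libraries at day 0 to 0.156 TPM for *Eif2s3y*. In wild-type replicate 1 at day 0, which has few genes of low read number, 0 reads allow more.

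Values were put on the log2(TPM + 1) scale without further scaling between libraries. Genes with TPM of at least 1 in at least 2 of the 17 libraries were tested. limma (version 3.58.1, in R 4.3.3) was fitted with the means of the 6 groups, and its empirical Bayes step used a trend of the variance with expression. P-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called at an adjusted p under 0.05 with at least a 2-fold change, thresholds which the paper states for differentially expressed genes in its FLAIR analysis. The comparisons were *Usb1* knockout against wild-type cells at each day, each day of RA treatment against day 0 in each genotype, the difference between the genotypes in these responses, and the difference between day 1 and day 3 in the effect of the knockout. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the tables and figures. On simulated data with a log2 change of 2 in 200 genes, the comparisons of the genotypes were tested for recovery.

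Lists of genes drawn up from general knowledge of these cells were tested with camera in limma, with an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. These were pluripotency genes, RA targets, neuroectoderm, mesoderm and endoderm markers, and p53 targets. Lists of U6 biogenesis and binding genes, Y-linked genes, imprinted genes, genes of 2-cell-like cells, neighbours of *Usb1* on chromosome 8 and genes named in the paper were described gene by gene. A list of germline genes was added later. The genes named in the text are the genes of these lists, and for each comparison up to 3 genes with the largest rise and up to 3 with the largest fall among the called genes whose groups do not overlap, with no such condition for an interaction. Genes outside this rule are marked where they are named. The lists, the rule for naming genes, the comparisons, and the alternatives other than those marked as added were set before the data were examined.

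The alternatives were a pseudocount of 0.1, no filter on low values, a filter at TPM of at least 5, adjusted p alone or with a 1.5-fold change, quantile normalization, scaling to an equal median, a robust variance model, the libraries of the comparison alone, replicate number as an added factor, and leaving out each library in turn. For the comparison of responses, the genes compared were also chosen in other ways, and Spearman's rho was used beside Pearson's r. Added after seeing the data were limma's voom on the recovered reads, protein-coding genes alone, leaving out each library for the correlations at day 0, the comparison of day 3 against day 1 between the genotypes, the place of the day 1 libraries between day 0 and day 3, the list of germline genes, and an adjustment for GC content. Cell numbers from the source data of Fig. 6E were compared by exact permutation tests. Splicing and the other data of the paper were not analysed here.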

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

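The comparison of day 3 against day 1, the tests of the Y-linked genes for chromosome loss and for a mislabelled library, the test of the endoderm list against the day 0 library with few genes of low read number, and the list of germline genes were chosen only after the results they bear on had been seen.

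The effect of the *Usb1* knockout differed between the days of RA treatment. As an interaction term in limma, the response from day 0 differed between the genotypes in 188 genes at day 1 (41 with a more positive change in *Usb1* knockout cells, 147 with a more negative one) and in 529 genes at day 3 (256 and 273). Wild-type replicate 1 at day 0 has few genes of low read number, and the wild-type day 0 libraries move these numbers. Without replicate 2 they were 1822 and 1968, and without replicate 1 the number at day 3 was 353. The number at day 1 also fell to 125 without *Usb1* knockout day 0 replicate 1, 117 without replicate 3 of that group, 101 without wild-type day 1 replicate 1, 114 without wild-type day 1 replicate 3, and 124, 125 and 119 without *Usb1* knockout day 1 replicates 1, 2 and 3. A comparison that uses no day 0 library, of the effect of the knockout at day 3 against day 1, gave 493 genes, 376 of them with a more positive effect at day 3, which argues against that library as the whole cause. The direction of these changes depends in part on scaling. After quantile normalization 239 of 432 genes had a more positive effect at day 3, and after median scaling 245 of 403. The mean effect on the lists rose from day 1 to day 3 by 0.30 for pluripotency genes, 0.79 for RA targets, 0.78 for neuroectoderm markers and 0.48 for p53 targets on the log2 scale (camera in limma, adjusted p = 0.00190, 1.39e-05, 1.74e-05 and 9.14e-08), where the median over all genes rose by 0.13. Mesoderm (0.33) and endoderm markers (−0.03) did not pass (camera in limma, adjusted p = 0.154 for both), though mesoderm did under fry (adjusted p = 0.00163, limma).

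Of 100 splits drawn from the 200 possible for the comparison of day 3 against day 1, 5 gave at least 493 genes, the real one included. The 4 others keep the genotypes whole at 1 of the days and so hold the difference between genotypes at that day. The count of 5 therefore cannot decide on chance. The 80 splits that keep the genotypes whole at neither day gave at most 3 genes. An RA response that is slower in *Usb1* knockout cells is a candidate explanation for the smaller changes at day 1. On the line from day 0 to day 3, the knockout libraries at day 1 lay behind the wild-type libraries on the axis of either genotype (−11.7 and −7.42 percent of the axis). On the wild-type axis they lay behind at day 3 as well (92.0 against 100 percent), so −7.42 alone does not tell a slower response from a smaller one. As a single knockout line was sequenced, a difference between clones stays open.

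Y-linked genes, which the paper does not discuss, had reads in wild-type and none in *Usb1* knockout cells. Of 7 Y-linked genes with at least 10 reads on average in the wild-type libraries, 5 had no reads in any of the 9 *Usb1* knockout libraries. Their positions span 818649 to 1286629 on chromosome Y. *Ddx3y* was at least 506-fold and 430-fold lower at day 0 and 1, with 3 reads per library as the limit that a count of 0 allows by counting error alone. *Uty* was at least 217-fold and 221-fold lower, and *Kdm5d* had no reads in any of the 17 libraries. The 4 listed Y-linked genes together had 3002 to 3844 reads in each wild-type library and none in each *Usb1* knockout library. A mislabelled library was argued against by *Usb1* itself, which was at 31.97 TPM or more in each of the 8 wild-type libraries and at 21.4 TPM or less in each of the 9 *Usb1* knockout libraries, so that 0 knockout libraries reached the lowest wild-type library. This test first used the reads on all 7 genes, where 1 library went against its label, and then those on the 4 listed genes, and was changed to *Usb1* because the Y-linked genes are the pattern itself. A second active X chromosome was argued against by the X-linked genes, whose median log2 fold change at day 0 differed from that of all genes by 0.0149. Reads moved to the X-linked copies were argued against by the summed TPM of these copies, which changed by −120 at day 0 and −101 at day 1 where the Y-linked genes lost 159 and 130.3. At day 3 the copies rose by 59.4 where the Y-linked genes lost 134, so this is argued against as the whole cause, and a part at day 3 stays open. Loss of chromosome Y in the knockout line was expected to leave all 7 genes without reads. The 2 that keep reads, *Mid1-ps1* and *Gm47283*, chosen after their values were seen, lie at 90753057 to 90816464, at the other end of the chromosome, where sequence is shared with chromosome X, so loss of the whole chromosome and loss of a part cannot be told apart. Whether this came with the knockout or with the clone stays open.

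Endoderm markers were lower in *Usb1* knockout cells already at day 0, which the paper does not report. The mean log2 fold change of the 17 genes tested was −0.61 at day 0, −1.06 at day 1 and −1.09 at day 3 (camera in limma, adjusted p = 7.01e-08, 9.41e-13 and 5.86e-23), with 16, 16 and 15 genes lower. Of these, 4, 10 and 12 were called. The list passed at each day with the correlation between genes estimated from the data (adjusted p = 0.0287, 0.00978 and 0.00263, limma). The value at day 3, −1.09, comes from a comparison without a day 0 library. This argues against the wild-type library with few genes of low read number as the cause at day 3, and does not test day 0. At day 0, some listed genes had few wild-type reads, such as *Sox17* (0 and 7) and *Foxa2* (0 and 5). Others had many, such as *Col4a1* (2594 and 2351, against 1044 to 1138 in *Usb1* knockout cells). The expression level of the genes was argued against as well, since 0 of 10000 lists matched on mean expression had a median as low at day 3. A lower share of endoderm-like cells would lower all of the list by a similar amount. The spread of the log2 fold changes over the list was 3.70 times the standard error of a gene, but the genes may also be expressed in other cells, so a lower share of such cells and lower expression within them cannot be told apart. *Pdgfra* is on the mesoderm list as well, and the endoderm list was not split into embryonic and extra-embryonic endoderm. At day 3, *Sox17* was at 39.6 ± 0.879 TPM in wild-type and 12.2 ± 1.57 TPM in *Usb1* knockout cells (SD, n = 3 each), and *Lama1* at 1121 ± 139.9 and 372 ± 45.2 TPM. A difference between clones stays open here too.

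Outside the genes that the paper discusses, 35 genes were called between the genotypes at each of day 0, 1 and 3, and 33 of them changed in the same direction at every day, 9 higher and 24 lower. The genes named in this paragraph, other than those of the Y-linked and endoderm lists, were chosen after their values were seen. The higher genes were *Rhox5*, *Rhox6*, *Rhox9*, *Tex13b*, *Mageb16*, *Ifitm3*, *Lefty2*, *Krt42* and *Zfp521*, of which the first 5 are X-linked. Whether loss of DNA methylation at germline genes raised the X-linked genes stays open. The mean log2 fold change of 19 other germline genes was −0.18 at day 0 (camera in limma, adjusted p = 0.260, and 0.0142 under fry), and 0.03 and 0.01 at day 1 and 3 (0.0783 and 0.658), but 7, 8 and 10 of them were higher and the others lower, so these means decide nothing. Of the list, *Tex101* alone was called, higher at day 1 (log2 fold change 1.26, adjusted p = 0.00195, limma). The lower genes include 4 Y-linked genes, *Col4a1*, *Col4a2*, *Cubn* and *Amn* of the endoderm list, *Dnmt3l* (−2.15, −1.20 and −1.37 at day 0, 1 and 3), *Gpat2*, *Foxq1*, *Srgn* and *5830418P13Rik*, and 11 genes in runs of zinc finger genes and pseudogenes on chromosomes 4 and 13. If reads had only moved between near-identical copies within a run, the summed TPM of the run would be equal in the genotypes. In the run on chromosome 4 (145670685 to 147702553, 56 genes) its log2 ratio at day 0 was −1.17, and in the run on chromosome 13 (65908223 to 66846036, 38 genes) it was −1.92, which argues against this. The ratios were −0.87 and −1.90 at day 1, and −0.51 and −1.54 at day 3. A move of reads to copies outside the runs was not tested. A change in the DNA of the clone in these runs and a change in their expression were not tested apart.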

How the results depend on the processing

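limma's voom, protein-coding genes alone, leaving out each library for the correlations at day 0, the comparison of day 3 against day 1, the places on the line from day 0 to day 3, the list of germline genes, and the counts of other splits were chosen only after the results had been seen. Of the 770 values of named genes, 21 list results and 6 chromosome results, none that was called changed direction under an alternative tried for it. The balance of direction among the genes called at day 0 did change, from 350 of 668 higher to 121 of 384 without wild-type replicate 1. Where a library is left out of wild-type day 0, the lone library is assumed to vary like those of the other groups. For the results below that changed, the cause was not tested, other than that a looser threshold calls more genes by construction. A gene that an alternative's filter removes has no value under it.

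Between the genotypes at day 0, where 668 genes were called, 372 were called among protein-coding genes alone, 1262 with voom, 2598 at adjusted p alone, 1404 at a 1.5-fold change, and 73 in the libraries of the comparison alone. Leaving out 1 library gave 384 (without wild-type day 0 replicate 1) to 2282 (without wild-type day 0 replicate 2). At day 1 (485 genes), adjusted p alone gave 3789 and a 1.5-fold change 1579, and leaving out 1 library 390 to 510. At day 3 (283 genes) these were 1645 and 784, and 263 to 298. For the RA response of wild-type cells, they were 8311 and 5492 at day 1 (2536 to 4481) and 11396 and 8846 at day 3 (5431 to 6712). For that of *Usb1* knockout cells, they were 6066 and 3265 at day 1 (1380 to 1509), with 2306 under voom, and 11258 and 8138 at day 3 (4711 to 4815).

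For the difference in response between the genotypes, adjusted p alone gave 488 genes at day 1 and 1345 at day 3, a 1.5-fold change 353 and 976, and the libraries of the comparison alone 258 at day 3. Leaving out 1 library gave 101 (without wild-type day 1 replicate 1) to 1822 (without wild-type day 0 replicate 2) at day 1, and 353 (without wild-type day 0 replicate 1) to 1968 (without wild-type day 0 replicate 2) at day 3. At day 1, 125, 117, 114, 124, 125 and 119 genes were called without *Usb1* knockout day 0 replicate 1, the same group's replicate 3, wild-type day 1 replicate 3, and *Usb1* knockout day 1 replicates 1, 2 and 3. For day 3 against day 1, adjusted p alone gave 1665, a 1.5-fold change 1056, and leaving out 1 library 373 (without wild-type day 1 replicate 1) to 605 (without *Usb1* knockout day 3 replicate 1).

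Scaling moved the direction of some changes. With quantile normalization, the median over all genes moved by 0.14 between the genotypes at day 1, by −0.17 and −0.15 in the response of wild-type cells at day 1 and 3, by 0.13 in the difference in response at day 1, and by −0.13 for day 3 against day 1. With median scaling it moved by 0.13, −0.11 and −0.13 between the genotypes at day 1, in the response of *Usb1* knockout cells at day 3, and for day 3 against day 1. The genes higher among those called were then 169 of 386 and 144 of 385 between the genotypes at day 1 (quantile normalization and median scaling), where they had been 101 of 485. They were 1302 of 2533 and 2779 of 5351 in wild-type cells at day 1 and 3 (quantile normalization), 2547 of 4805 in *Usb1* knockout cells at day 3 (median scaling), 77 of 153 in the difference in response at day 1 (quantile normalization), and 239 of 432 and 245 of 403 for day 3 against day 1. With voom they were 827 of 1262 between the genotypes at day 0 and 242 of 674 in the difference in response at day 3.

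The mean correlation between genotypes at day 0 was 0.892 with a pseudocount of 0.1, 0.976 for protein-coding genes and 0.927 as Spearman's rho, and 0.933 (without wild-type replicate 2) to 0.962 (without wild-type replicate 1). Without wild-type day 0 replicate 2 or 1, the responses of the genotypes had correlations of 0.577 and 0.808 and slopes of 0.386 and 0.716 at day 1, and correlations of 0.773 and 0.898 at day 3, which are the lowest and highest values with 1 library left out. The slope at day 3 was 0.751 (without wild-type day 0 replicate 2) to 0.902 (without *Usb1* knockout day 3 replicate 1). The percentage of genes with an intermediate value at day 1 in wild-type cells was 76.7 to 81.4 with 1 library left out. At day 1, *Usb1* knockout libraries lay behind wild-type libraries on the knockout axis by −10.5 (pseudocount of 0.1), −9.37 (quantile normalization), −10.3 (median scaling) and −13.7 (protein-coding genes) percent, and by −12.6 (without *Usb1* knockout day 3 replicate 1) to −11.1 with 1 library left out. On the wild-type axis these were −5.59 (quantile normalization), −6.33 (median scaling) and −9.70 (protein-coding genes), and −7.78 to −6.32 (without wild-type day 0 replicate 2), with −6.55 without wild-type day 0 replicate 1. Measured from the own day 0 to the own day 3 of each genotype, an alternative added after the results were seen, the values were −9.28 on the knockout axis and −13.9 on the wild-type axis. In the cell numbers of Fig. 6E, days were counted here at an unadjusted p under 0.05 (exact permutation test). For both knockout lines together 4 of 6 days passed, and 3 to 4 with 1 replicate left out. The p-values with 1 replicate left out were not adjusted over the days, so they do not bear on the adjusted result. KO-1 alone gave 0 and KO-2 alone 0, where the exact permutation test of 3 against 3 values cannot go below p = 0.1.

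Of the 18 tests of lists, 10 passed, with 12 under fry and 7 with an estimated correlation, and 9 to 10 with 1 library left out. The pluripotency list at day 1 did not pass with quantile normalization (camera in limma, adjusted p = 0.0945) or an estimated correlation (0.119), where its mean was 0.20. The mesoderm list at day 3 did not pass with a pseudocount of 0.1, voom or an estimated correlation (0.122, 0.214 and 0.0881), and the p53 targets at day 0 did not without wild-type day 0 replicate 2 or with an estimated correlation (0.0509 and 0.266). The RA targets at day 0 passed with quantile normalization and fry (0.0133 and 0.00724), and the germline list at day 1 passed with quantile normalization, without wild-type day 1 replicate 3 and without *Usb1* knockout day 1 replicate 2 (0.0394, 0.0375 and 0.0395). The endoderm list passed at each day under every alternative tried, with means of −1.13 to −0.51 at day 0, −1.40 to −0.91 at day 1 and −1.16 to −1.02 at day 3. Of the chromosome medians, 9 of 63 lay outside random gene sets, and 8 to 11 with 1 library left out.

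For the named genes, 770 values had 11968 alternatives, of which 11707 kept direction and call, 178 lost the call and 83 gained it. *Stra8*, *Cyp26a1* and *Dppa3* at day 0 were not called in the libraries of the comparison alone. *Snord55* at day 0 had a log2 fold change of 0.91 without wild-type day 0 replicate 1, where all 5 libraries gave 4.08, and *Usb1* at day 3 was called without *Usb1* knockout day 3 replicate 3 (−1.04). *Esrrb* was not called in the day 1 response of *Usb1* knockout cells without day 1 replicate 3 of these cells (−0.97). With replicate number as an added block, 3 of 814 results lost their call, 1 gained it, and no count moved beyond 1.5-fold. Replicate numbers gave no sign of pairing, as the correlation of residuals over 11877 genes was −0.0117 on average in 40 pairs of libraries with the same number and 0.0057 in 80 other pairs.

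Against other splits of the same libraries, the real split was the 1 of 10 that gave as many genes between the genotypes at day 1 and likewise 1 of 10 at day 3, and 1 of 10 for the response of *Usb1* knockout cells at day 1 and 1 of 10 at day 3. The real splits gave 485, 283, 1519 and 4782 genes, and the others at most 2, 4, 3 and 7. With 10 splits no outcome could reach a p under 0.05, so the rank of the real split cannot decide on chance at that level. Depth limits the genes of few reads, for which a value of 0 allows up to 3 reads per library by counting error alone, and more in wild-type replicate 1 at day 0.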

Differences from the paper's values

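The comparison of cell numbers was chosen only after the values of Fig. 6E had been seen, and the other tests named in this part, apart from the alternative with protein-coding genes alone, were set before the data were examined. The paper's numbers of RA-responsive genes, 2105 at day 1 and 4224 at day 3, belong to *Usb1* knockout cells by the legends of Fig. 6J and Fig. 6L. The values computed here for these cells, 1519 and 4782, lie within a factor of 1.5 of the paper's. The closest alternatives set in advance in *Usb1* knockout cells were a pseudocount of 0.1 at day 1 (2070), and at day 3 no filter on low values (4661). In wild-type cells the values were 3033 and 5640, and the closest such alternatives the libraries of the comparison alone at day 1 (2132) and a filter at TPM of at least 5 at day 3 (4306). With protein-coding genes alone, an alternative chosen only after the values had been seen, the numbers at day 3 were 3798 in *Usb1* knockout and 4283 in wild-type cells.

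The paper states that proliferation was not altered in *Usb1* knockout cells. In the source data of Fig. 6E, whose unit is not given there, the 6 values of both knockout lines and the 3 wild-type values differed at 4 of 6 days (two-sided exact permutation test over 84 splits, adjusted p under 0.05). The knockout mean was higher at day 2 (19.08 against 11.3, exact permutation p = 0.0119) and lower at day 3 (23.1 against 29.9, p = 0.0119), day 5 (172 against 236, p = 0.0119) and day 6 (281 against 323, p = 0.0238). It did not differ at day 1 (1.80 against 1.96, exact permutation p = 0.179) or day 4 (105 against 115, exact permutation p = 0.119). Adjusted over the 6 days, these were 0.0238, 0.0238, 0.0238, 0.0357, 0.179 and 0.143. For each line alone, with a smallest possible p of 0.1, no day passed. The test over 84 splits takes the 6 knockout values as independent, though values of the same line may be alike. Its p-values may therefore be too small. The values of each day were compared, and rates of growth were not.

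The paper describes the amplitude of gene expression changes as highly similar between the genotypes. The slope of the *Usb1* knockout on the wild-type response was 0.662 at day 1, 0.386 to 0.716 with 1 library left out, and 0.884 over the genes called in *Usb1* knockout cells. At day 3 it was 0.893.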

Other observations

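The tests of the day 0 library with few genes of low read number, the places on the line from day 0 to day 3, the gain of chromosome 8 and the adjustment for GC content were chosen only after the results they bear on had been seen.

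Wild-type replicate 1 at day 0 had few genes of low read number. Among 5300 genes with 1 to 4 reads on average in the *Usb1* knockout day 0 libraries, 82.5% had no reads in that library, against 46.5% in wild-type replicate 2. The percentage was 17.9 to 29.9 in the knockout day 0 libraries, by whose reads the genes were chosen. In wild-type libraries at day 1 it was 29.6 to 33.0, so replicate 2 lacked some of these genes too. Where these genes were above 0, they had a median of 13 reads in replicate 1, against 3 in replicate 2. The mean over all 5300 genes was 2.37 reads, against 2.26 in replicate 2, which argues against a removal of genes of few reads from the table. Shallower sequencing was argued against by its reads on genes, 16.7 × 1000000, the most at day 0. Few starting molecules copied many times are consistent with these values. No biological explanation was tested.

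At day 1, *Usb1* knockout libraries had moved less far than wild-type libraries from day 0 towards day 3. On the axis of *Usb1* knockout cells over 4782 genes, wild-type libraries were at 43.4 ± 0.66 and knockout libraries at 31.7 ± 0.87 percent (SD, n = 3 each), a difference of −11.7 (two-sided exact permutation test, p = 0.1 over 10 splits, the smallest possible). On the axis of wild-type cells over 5640 genes they were at 43.5 ± 0.64 and 36.1 ± 0.34 percent, a difference of −7.42 (two-sided exact permutation test, p = 0.1 over 10 splits). The genotypes also lay apart at the other days. On the first axis, wild-type libraries were at 3.96 to 4.16 percent at day 0, where knockout libraries define 0, and at 98.7 to 101.6 at day 3. On the second, knockout libraries were at 12.5 to 12.8 percent at day 0 and 91.3 to 92.8 at day 3, a gap at day 3 about as large as at day 1. As a percentage of the way of each genotype from its own day 0 to its own day 3, day 1 was at 41.0 in wild-type and 31.7 in knockout cells on the first axis (−9.28), and at 43.5 and 29.6 on the second (−13.9). The first axis uses no wild-type day 0 library, which argues against few starting molecules in wild-type replicate 1 as the whole cause. A slower response in *Usb1* knockout cells may explain the values over the own way of each genotype (−9.28 and −13.9), a smaller response is not excluded by −7.42, and a difference between clones stays open.

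Genes on chromosome 8, where *Usb1* lies, were slightly higher in *Usb1* knockout cells. The median log2 fold change of 1150 genes exceeded that of all genes by 0.0862, 0.0710 and 0.0598 at day 0, 1 and 3, outside 10000 random gene sets of that size at each day. After adjustment for GC content these were 0.0839, 0.0689 and 0.0751, which argues against GC content as the cause. A gain of chromosome 8 in a part of the knockout cells may explain the shift (0.0598 at day 3), and was not tested on DNA. The 10 neighbours of *Usb1* tested went the other way at day 0 and 1. Of these, 9 were lower at each of these days, with median log2 fold changes of −0.19 and −0.33. The median over all genes tested was 0 and −0.13. At day 3, 7 of the neighbours were higher and 3 lower (median 0.05). The other chromosomes outside the random sets were 2 at day 0 (−0.0296), 17 at day 1 (0.0524), 6 at day 3 (0.0334) and Y at each day (−1.66, −1.34 and −1.70).

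Between the genotypes, 485 genes were called at day 1 (101 higher, 384 lower) and 283 at day 3 (114 higher, 169 lower). Of all genes tested, the groups did not overlap in 39.8% at day 1 and 22.0% at day 3, which 10% would show by chance. Between day 0 and day 1, 141 called genes were shared (14.8 by chance), between day 0 and day 3, 49 (8.64), and between day 1 and day 3, 55 (6.28). Among the largest rises, *Tcl1* was at 9.08 ± 0.683 TPM in wild-type and 64.98 ± 6.19 TPM in *Usb1* knockout cells at day 1 (SD, n = 3 each), and *Tex13b* at 19.4 ± 0.868 and 114 ± 12.1 TPM at day 3.

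Other lists gave these values at day 0, 1 and 3. The p53 targets had mean log2 fold changes of −0.14, −0.38 and 0.10 (camera in limma, adjusted p = 0.00618, 1.95e-07 and 0.224), and with an estimated correlation passed at day 1 alone (0.0426). Of the 24 genes, 9, 17 and 6 had an adjusted p under 0.05 over all genes and 10, 18 and 7 adjusted over the list alone. At day 0, the RA targets (−0.19, adjusted p = 0.236, limma), the neuroectoderm list (mean −0.21, median 0.17, adjusted p = 0.901, limma) and the mesoderm list (0.00, adjusted p = 0.767, limma) did not pass camera, with 3, 3 and 1 genes under an adjusted p of 0.05 over all genes and 6, 3 and 2 adjusted over the list alone. Of 16 U6 biogenesis and binding genes, 4, 4 and 3 had an adjusted p under 0.05 over all genes and 6, 4 and 3 over the list alone, *Usb1* among them. For the 20 imprinted genes these numbers were 8, 8 and 5, and 8, 9 and 6. For the 5 of 12 genes of 2-cell-like cells tested in limma they were 0, 3 and 0, and 0, 4 and 0. For the 10 neighbours of *Usb1* tested in limma they were 1, 5 and 0, and 1, 5 and 0. For the 11 genes named in the paper they were 3, 4 and 5, and 4, 7 and 5.

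At day 0, the genes that Fig. 6 names for altered splicing had log2 fold changes of 0.15 (*Tcf3*, adjusted p = 0.351, limma), −0.38 (*Smarcad1*, adjusted p = 0.0286, limma), −0.32 (*Nras*, adjusted p = 0.0539, limma), −0.22 (*Setdb1*, adjusted p = 0.126, limma) and −0.84 (*Wnt11*, adjusted p = 0.0367, limma). *Tut1* had 0.03, −0.08 and −0.05 at day 0, 1 and 3.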
